# Common dysregulation network in the human prefrontal cortex underlies two neurodegenerative diseases

**DOI:** 10.15252/msb.20145304

**Published:** 2014-07-30

**Authors:** Manikandan Narayanan, Jimmy L Huynh, Kai Wang, Xia Yang, Seungyeul Yoo, Joshua McElwee, Bin Zhang, Chunsheng Zhang, John R Lamb, Tao Xie, Christine Suver, Cliona Molony, Stacey Melquist, Andrew D Johnson, Guoping Fan, David J Stone, Eric E Schadt, Patrizia Casaccia, Valur Emilsson, Jun Zhu

**Keywords:** differential co-expression, dysregulatory gene networks, epigenetic regulation of neural differentiation, network alignment, neurodegenerative diseases

## Abstract

Using expression profiles from postmortem prefrontal cortex samples of 624 dementia patients and non-demented controls, we investigated global disruptions in the co-regulation of genes in two neurodegenerative diseases, late-onset Alzheimer's disease (AD) and Huntington's disease (HD). We identified networks of differentially co-expressed (DC) gene pairs that either gained or lost correlation in disease cases relative to the control group, with the former dominant for both AD and HD and both patterns replicating in independent human cohorts of AD and aging. When aligning networks of DC patterns and physical interactions, we identified a 242-gene subnetwork enriched for independent AD/HD signatures. This subnetwork revealed a surprising dichotomy of gained/lost correlations among two inter-connected processes, chromatin organization and neural differentiation, and included DNA methyltransferases, *DNMT1* and *DNMT3A*, of which we predicted the former but not latter as a key regulator. To validate the inter-connection of these two processes and our key regulator prediction, we generated two brain-specific knockout (KO) mice and show that *Dnmt1* KO signature significantly overlaps with the subnetwork (*P* = 3.1 × 10^−12^), while *Dnmt3a* KO signature does not (*P* = 0.017).

## Introduction

Different neurodegenerative diseases share similar dysfunctional phenotypes, such as misfolded protein aggregates, neuronal cell death, inflammation, and cognitive decline. Yet, the complexity of these diseases has hindered efforts to obtain a comprehensive view of common molecular mechanisms underlying their initiation or propagation, and thereby hampered development of drugs that could broadly halt neuronal loss in humans (Avila, 2010; Haass, 2010). This study focuses on two such complex diseases in humans, Alzheimer's and Huntington's, for which there is currently no effective intervention to halt or reverse the associated progressive cognitive decline. Late-onset Alzheimer's disease (AD) is the most common form of dementia, accounting for up to 70% of all cases, and is characterized by an initial impact on memory with a subsequent progressive decline in cognitive functioning. The hippocampus and the surrounding cortical regions are the major sites of AD-related pathology, characterized by increasing accumulation of amyloid-beta (Aβ) plaques and tau-related neurofibrillary tangles, both of which are major contributors to the hallmark lesions associated with this disease (Armstrong, 2009). Compared to AD, Huntington's disease (HD) is a rare (∼ 5/100,000) neurodegenerative disorder exhibiting cognitive dysfunction and severe motor impairments that arises as a result of dominant mutations within the Huntingtin gene (*HTT*), causing expansion of a polyglutamine region within the HTT protein (Roze *et al*, 2010). However, studies show that other genes and environmental factors can modify the expressivity of the *HTT* polymorphisms in HD (van Dellen & Hannan, 2004). HD pathology features astrogliosis and neurodegeneration of medium spiny neurons, initially affecting the striatum and progressively the cortices and other regions including hippocampus (Roze *et al*, 2010).

Complex diseases and healthy biological systems are increasingly modeled using a network of pairwise interactions among genes, gene products, or biomolecules (Przytycka *et al*, 2010; Barabasi *et al*, 2011), since analyzing the properties of the entire network or subnetworks has the potential to rapidly generate new biological hypotheses, such as uncovering functionally coherent gene modules from co-expression networks (Zhang & Horvath, 2005; Oldham *et al*, 2006) or novel disease genes/pathways (Horvath *et al*, 2006; Chen *et al*, 2008; Emilsson *et al*, 2008; Ferrara *et al*, 2008). We extend this line of research by systematically constructing and analyzing gene dysregulatory networks and underlying molecular interactions that are affected in common between two neurodegenerative diseases, and investigating whether this common network has distinctive features not apparent in the individual disease networks. Co-regulation of genes involved in biological pathways is needed for the proper functioning of a cell, and disruption of these co-regulation patterns has been observed in human diseases such as AD (Rhinn *et al*, 2013; Zhang *et al*, 2013). Detecting such disruptions through a “differential co-expression” (DC) analysis can help us better understand the initiation and propagation of the disease-induced disruptions among interacting genes, compared to commonly used differential expression analysis that simply detects genes whose expression levels change between cases and controls (de la Fuente, 2010; Leonardson *et al*, 2010; Rhinn *et al*, 2013; Zhang *et al*, 2013). We extend this advantage of DC analysis even further by systematically searching for a molecular network of physical (protein–protein and protein–DNA) interactions that connect the identified dysregulation patterns. This is achieved by extending our previous DC analysis (Wang *et al*, 2009) and network alignment (Narayanan & Karp, 2007) methods to identify both the shared dysregulation patterns and the supporting molecular networks affected in two neurodegenerative diseases.

Specifically, we assembled networks of dysregulated gene pairs by analyzing genome-wide gene expression data collected from over 600 postmortem brain dorsolateral prefrontal cortex (DLPFC) tissues of AD and HD patients, as well as non-dementia controls. We focused on the DLPFC brain region as it is commonly affected in both AD and HD (Armstrong, 2009; Roze *et al*, 2010), and our main interest was to understand the common gene regulatory relationships disrupted in degenerative dementia. Gene co-regulation patterns were systematically compared between different groups, and gene pairs whose co-regulation in DLPFC is gained (gain of co-expression, GOC) or lost (loss of co-expression, LOC) in disease cases relative to controls were identified and assembled into the disease-specific differential co-expression (DC) network. Overall, we found GOC gene pairs to be more prevalent than LOC pairs in the DC networks of both neurodegenerative diseases; however, LOC pairs were more consistent across both diseases. Clustering the DC network yielded modules of genes enriched for clinical endpoints related to brain pathology and dementia, and revealed new disease genes like *FAM59B* (*GAREML*) that participated in LOC pairs at the interface between modules. The AD DC network was replicated in an independent human cohort, before or after exclusion of age-related dysregulation, supporting the validity and robustness of the DC network.

A systematic search for physical (protein–protein and protein–DNA) interactions connecting the DC relations common to AD and HD revealed a 242-gene subnetwork, which was enriched for independent AD, HD and depression related signatures, and revealed an interesting split of LOC/GOC dysregulations among two physically interacting biological processes, neural differentiation and chromatin organization. To test the interconnection of these processes, we constructed two brain-specific knockout mice targeting two genes of similar function in the subnetwork, *DNMT1* and *DNMT3A*. We predicted *DNMT1*, but not *DNMT3A*, as a key regulator for the subnetwork based on the number of their interaction partners, and consistent with our predictions, only the knockout signature of *DNMT1* in the cortex significantly overlapped with the subnetwork genes. This result validates not only the interconnection of two biological processes in the subnetwork but also the difference between our key versus non-key regulator predictions in the subnetwork. In conclusion, our results from inference and analyses of DC networks revealed new insights into the common pathological mechanisms in two neurodegenerative diseases.

## Results

We focused on systematic changes at the molecular level in the dorsolateral prefrontal cortex (DLPFC) from AD patients, HD patients, and non-demented subjects, since this brain region is commonly affected in both AD and HD (Armstrong, 2009; Roze *et al*, 2010). The characteristics of the disease and control samples obtained from HBTRC (Harvard Brain Tissue Resource Center) are summarized in Supplementary Table S1. Briefly, 624 DLPFC (Brodmann area 9) postmortem brain tissues were profiled on a custom-made Agilent 44K array containing 40,638 reporters uniquely targeting 39,909 mRNA transcripts of known and predicted genes. We note that DLPFC tissue samples from 157 HD patients (Supplementary Table S1) represent a significant fraction (∼ 1%) of the incidence of HD in the US. All brains were extensively phenotyped for neurohistopathology traits related to AD (Braak stage, specific regional atrophy on a gross and microscopic scale, and ventricular enlargement) or HD (Vonsattel scale severity). The signs of neuropathology were used to confirm diagnoses of AD and HD, as well as the lack of neuropathology in the control group. Finally, all gene expression traits of disease and control samples were adjusted for age, gender, and other covariates (see Materials and methods).

### Identification of dysregulated gene pairs in neurodegenerative diseases

To compare the brain transcriptional networks in AD, HD and non-dementia control brains, we tested for differences in the correlations (co-expression) of all gene pairs computed in each of the groups. Since co-expression of functionally related genes is necessary for the proper regulation of biological processes within a cell and coordination of several cell types that compose a tissue, mapping changes in overall co-expression patterns in disease tissues versus controls could provide indications on which tissue regulatory programs are disrupted by disease. Of particular interest in identifying differentially co-expressed gene pairs is the overall pattern of increasing and decreasing correlations between the brain groups, with gain (or loss) of co-expression, termed GOC (or LOC), indicating increasing (or decreasing) correlation strength in the disease group compared to the control group. For this comparison, we restricted the analysis to DC pairs detected at a 1% false discovery rate (FDR) and that were significantly co-expressed (either negatively or positively) in only one of the two comparison groups (i.e., either cases or controls for GOC or LOC pairs, respectively; see Materials and methods, and Supplementary Dataset D1a, D1b). We identified 28,223 DC gene pairs (covering 8,897 unique reporters), whose co-expression relationship differed significantly between the AD and non-dementia control groups and was significant in only one of these two groups. Of these identified DC pairs, 65.8% showed gain of co-expression (GOC) in AD, while the rest showed a loss of co-expression (LOC) in AD (Fig1A and B, Table 1). As cortices are affected in HD as well (Roze *et al*, 2010), we compared HD samples against non-dementia controls to uncover 106,134 DC gene pairs, almost fourfold more pairs than in AD (Fig1A and B, Table 1). Figure1C highlights an example of the pairwise correlation between *GPS2* and *STARD7* showing similarly disrupted co-expression patterns in both AD and HD.

**Table 1:** Differentially co-expressed (DC) pairs of genes identified via comparison of Alzheimer's disease (AD) or Huntington disease (HD) samples to control samples.

Comparison	*Q*-statistic cutoff (FDR estimate)	Number of DC pairs (number of reporters)	Number of GOC pairs (% of all DC)	Number of LOC pairs (% of all DC)
AD versus controls	25.6 (0.01)	28,223 (8,897)	18,560 (65.8%)	9,663 (34.2%)

HD versus controls	21.7 (0.01)	106,134 (14,428)	84,541 (79.7%)	21,593 (20.3%)

Overlap		8,776 (6,624)	4,117 (46.9%)	4,659 (53.1%)

**Figure 1:**
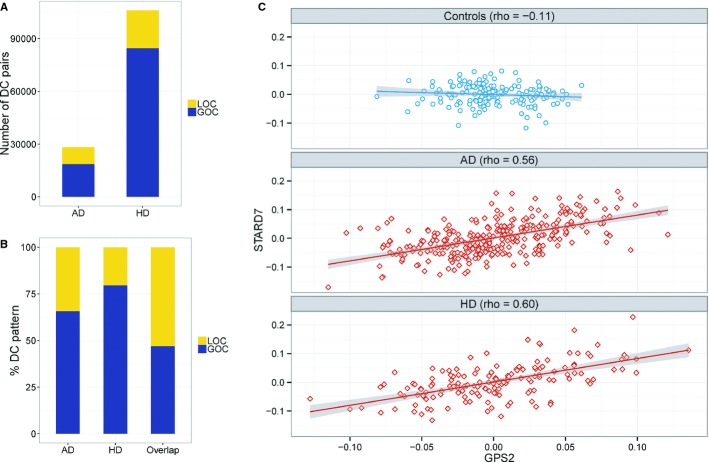
Categories of genome-wide, gene–gene dysregulation patterns in neurodegeneration Two categories of changes, gain of co-expression (GOC) and loss of co-expression (LOC), were detected in a genome-wide comparison of gene–gene co-expression relations between neurodegenerative (AD or HD) and normal (non-demented control) brains. There is a greater number (y-axis) of GOC than LOC gene pairs in both AD and HD.Overlapping DC pairs between AD and HD show that LOC is significantly higher in the overlap compared with either disease alone.An example of a gene pair (*GPS2* versus *STARD7*) whose expression variation across individuals (x- and y- axis) reveals a GOC change in both AD and HD.

Similar to what we observed for AD, HD was predominantly characterized by GOC changes compared to LOC changes (Fig1A and Table 1), suggesting a common pattern of change in the brain network associated with these two neurodegenerative diseases. In fact, 8,776 gene pairs were identified as DC in both AD and HD comparisons to controls, a highly significant overlap comprising 31% of all DC gene pairs and 74% of all DC reporters identified in AD (*P* < 2.2 × 10^−16^; Table 1). The overlapping DC pairs always had the same type of disruption (either GOC or LOC) as the control group is same in both comparisons. Furthermore, despite GOC being a more common feature than LOC of the disease networks, the two diseases shared a larger fraction of LOC than GOC gene pairs (Fig1B and Table 1), which suggests that the LOC changes better reflect the neuropathology common to these diseases.

In both AD and HD comparisons to controls, DC analysis complemented conventional t-statistics-based differential expression (DE) analysis by uncovering additional disease-associated genes. For instance, only 9.9% of the 8,897 DC reporters identified in the AD versus controls comparison (Table 1) overlap with the 2,206 DE reporters, even when the DE is defined using a lenient (uncorrected) *P*-value cutoff of 0.05 (if we require a DC reporter to participate in at least five DC pairs instead of the one used above, then 12.7% of the 2,667 DC reporters are also DE; see also Supplementary Figs S1, S2, S3, and Supplementary Text A.1). This is in line with the negligible overlap between DE and DC gene sets in peripheral blood from experiments exploring response to feeding in humans (Leonardson *et al*, 2010), and suggests that mRNA levels of several genes could be buffered against changes in co-regulation patterns and co-regulation patterns could be preserved at different levels of expression of the participating genes.

Several common variants have been shown to associate with AD based on genome-wide association studies (GWAS) catalog (Hindorff *et al*, 2009), and rare variants in certain genes have also been identified through Mendelian inheritance based on OMIM database (Supplementary Table S2 and Supplementary Text A.2). Among these 23 curated AD-related genes, the allelic effects for *APOE, GAB2, SASH1,* and *FAM113B* related genotypes on AD risk were replicated in the HBTRC samples, with the most likely reason for lack of replication of other reported risk variants being lack of power in our relatively small study group (Supplementary Table S2). We find that nine of these 23 AD-related genes show at least one pair of DC in AD (Table 2), and a striking majority (69%) of the DC pairs involving these AD-causing genes showed LOC changes (Table 2), despite the fact that 66% of all DC gene pairs in AD exhibited GOC (Table 1 and Supplementary Text A.2). For example, *APOE* was involved in 85 DC pairs, all of which were LOC (Table 2). Polymorphism in *HTT* is the predominant genetic cause of HD (Roze *et al*, 2010), and we find that *HTT* gained two co-expression relationships in HD, such as to *INSR* and *NPY1R*, which are genes with known links to HD disturbances or progression (Supplementary Text A.2).

**Table 2:** Highlighting well-confirmed genetic causes of AD in the DC network pertaining to AD. We tested replication of published genetic associations to AD in the HBTRC samples and reported the odds ratio (OR), effect allele, and association *P*-values adjusted for age and gender in Supplementary Table S2.

Gene	Number of DC gene pairs	%GOC, % LOC	An example of DC gene pair
APOE	85	0, 100	APOE–SASH1

PSEN1	23	0, 100	PSEN1–GSN

PICALM	1	100, 0	PICALM–CA394907

GAB2	3	100, 0	GAB2–MRAP

RELN	5	20, 80	RELN–NCKX3

SASH1	149	13, 87	SASH1–CST3

TTLL7	9	78, 22	TTLL7–FAM134B

BIN1	43	42, 58	BIN1–GSN

ABCA7	70	100, 0	ABCA7–NFKBIA

As the number of partners of a gene in a transcriptional network can provide clues on the essentiality of the gene and effect on disease (Horvath *et al*, 2006), we also inspected the hub genes in a network assembled from the DC pairs (Supplementary Fig S4A). The top 10 hub genes (participating in the largest number of DC pairs) in AD had each gained or lost between 144 and 244 co-expression relations in AD compared to controls, whereas these numbers ranged from 339 to 550 for HD versus controls (see Supplementary Text A.3). When considering only disrupted pairs common to both AD and HD, the top 10 hub genes in this shared DC network were *RNASE1*, *GSN*, *SLC39A11*, *GPS2*, *CSRP1*, *FAM59B*, *TIMELESS*, *EZR*, *AMPD2,* and *SASH1*, six of which were also in the top 10 hub genes for AD (Supplementary Fig S5A–C). Of interest, *TIMELESS* gained 91 co-expression relations in common in both diseases, and circadian rhythm disruption has been observed in both AD and HD patients (Weldemichael & Grossberg, 2010; Kudo *et al*, 2011); *GPS2*, a subunit of the NCOR1–HDAC3 complex involved in anti-inflammation and lipid metabolism (Jakobsson *et al*, 2009; Venteclef *et al*, 2010), shared 107 GOC partners between the diseases; and *SASH1,* which has a known AD association (Heinzen *et al*, 2009), replicated in the HBTRC samples as already noted (Supplementary Table S2) and shared several LOC partners (more than 80% of its 149 AD, 384 HD, and 136 shared DC pairs were LOC).

### DC patterns are replicated in an independent human dataset

To examine the robustness of the identified dysregulation patterns, we checked whether the DC patterns identified in the AD versus controls comparison showed similar dysregulation in an independent human cohort of late-onset AD and control individuals (Webster *et al*, 2009). Frontal cortex expression data were available for 31 AD and 40 control individuals in that study. First, the increased number of GOC pairs compared to LOC pairs seen in the HBTRC samples was also observed in the independent dataset at various Q-statistics cutoff values (Fig2A and B). Next, we checked whether the correlations of the LOC pairs in the control group were robust and could be replicated in the control samples of the independent study. Of the 3,569 LOC pairs that we identified in AD and had both transcripts in a pair represented in the independent dataset, 49.5 and 12.2% were also correlated in the independent control samples using Pearson's correlation *P* < 0.05 before and after Bonferroni correction, respectively (these fractions were 12.5 and 0.4%, respectively, with random pairs of the same size and network connectivity, as obtained by shuffling gene labels; note that proportional test *P* = 0 for both cases).

**Figure 2:**
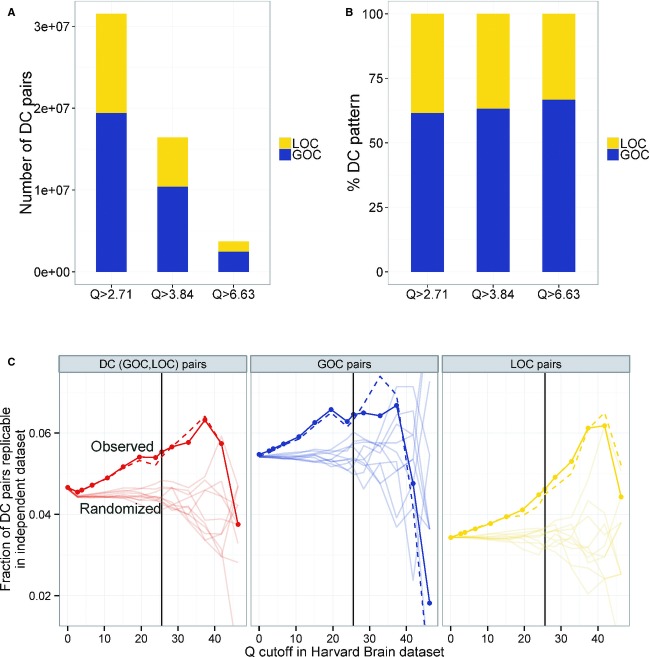
Replication in an independent human cohort A, B The prevalence of GOC over LOC pairs in AD versus controls comparison in an independent human cohort replicates a similar observation in the HBTRC samples. Due to small sample size of the independent cohort, we classified a gene pair as GOC if its’ Spearman correlation *P*-value was lower in the AD group compared to the controls and LOC otherwise (thereby relaxing the stringent GOC/LOC definition used in the HBTRC samples).C The replication fraction of DC pairs identified in the AD versus controls HBTRC samples (denoted AD DC pairs, and shown as ‘Observed’ solid lines with dots), and the same replication fraction after excluding any age-associated DC pair from the HBTRC DC pairs (denoted AD-Aging DC pairs, and shown as ‘Observed’ dashed lines); only DC pairs among genes represented in all three AD/aging datasets were considered. Various cutoffs on *Q* were used in the HBTRC data to derive the DC pairs (with black line indicating the chosen 1% FDR cutoff) and a cutoff of 3.84 (analytical *P* = 0.05) was used in the independent AD data to call when a HBTRC-derived DC pair got replicated in the independent data (note that replication also requires the same GOC/LOC direction in both datasets, with direction in both datasets determined as above using the Spearman correlation *P*-values). The replication fractions of both AD and AD-Aging DC pairs were significant based on 1,000 gene label shufflings (see text and Supplementary Fig S6), random ten of which for the AD DC pairs are shown here as lightly shaded ‘Randomized’ lines.

Finally, we tested whether the magnitude as well as direction of the DC pairs identified in the HBTRC AD set replicated in the independent data. There were 11,561 genes in common between these datasets and an aging dataset discussed below, among which the HBTRC AD set revealed 13,924 DC pairs at *Q* > 25.6 (corresponding to FDR 1% and hereafter called the ‘*HBTRC-identified*’ DC pairs) and the independent AD data yielded 5,913,175 DC pairs at *Q* > 3.84 (analytical *P* = 0.05; we use a lenient *Q* cutoff for the independent data as it has fewer samples than HBTRC data and is used for replication and not discovery). Of the HBTRC-identified DC pairs, 5.54% got replicated in the independent AD set in the same GOC/LOC direction at *Q* > 3.84 (analytical *P* = 0.05). The much smaller sample size of the independent AD set compared to the HBTRC dataset may explain the low absolute value of this replication rate; however, there is a clear positive trend between signal strength in the HBTRC data and the replication rate (i.e., DC pairs with higher *Q*-values in the HBTRC data are more likely to be replicated in the independent data as shown in Fig2C), and this replication rate is significantly higher than that of random pairs of the same size as the HBTRC-identified DC pairs (hypergeometric *P* = 1.1 × 10^−6^). To further test the impact of network connectivity (inter-relationship) of DC pairs on the replication rate, we randomly selected gene pairs of the same size and network connectivity as the HBTRC-identified DC pairs by shuffling gene labels in the independent data and computed what fraction of them got replicated (Fig2C, and Supplementary Fig S6C). Repeating this procedure 1,000 times demonstrated that the replication fraction is significant not only for the HBTRC-identified DC pairs (GOC + LOC at *P* < 1/1,000), but also separately for the GOC (*P* < 1/1,000) and LOC (*P* < 1/1,000) pairs. Replication results were similar at other Q cutoffs (2.71 or 6.63 corresponding to analytical *P* = 0.1 or 0.01, respectively) in the independent data (Supplementary Fig S6A). In summary, our set of discoveries as a whole shows significant replication in a cohort of AD and control samples obtained in an external study from different brain banks and profiled using different technologies.

### Most DC patterns are not associated with age

It is worth noting that AD patients in our study are older on average than non-dementia controls (Supplementary Table S1), raising the question of how much age contributes to the dysregulation of HBTRC-identified DC pairs. A neurodegenerative disease state in general, and DC pairs in particular, could result from the normal aging process, accelerated or premature aging induced by AD, or age-independent pathological mechanisms, and disentangling the effect of these factors remains open (Sperling *et al*, 2011) despite some recent advances (Cao *et al*, 2010; Podtelezhnikov *et al*, 2011). To dissect aging effects in our study, we first determined age-associated DC pairs by comparing the expression data of neuropathology-free postmortem samples (Colantuoni *et al*, 2011) of 56 elder (age between 50 and 90 at time of death) to 53 adult (age between 20 and 40 at time of death) group of individuals. Of the HBTRC-identified DC pairs, 32.3% were age-associated—i.e., differentially co-expressed between the elder versus adult groups even at a lenient cutoff of *Q* > 2.71 (analytical *P* = 0.1). Next, we repeated the replication test using the independent AD dataset as outlined above, but after excluding any age-associated DC pair (20,333,247 DC pairs at *Q* > 2.71 (analytical *P* = 0.1) among genes represented in all three AD/aging datasets) from the HBTRC-identified DC pairs. The results before or after exclusion of age-associated DC pairs were similar both in terms of replication fraction (Fig2C) and its significance (*P* ≤ 1/1,000, 14/1,000, and 1/1,000 for DC, GOC, and LOC pairs, respectively, using the same gene label shuffling test used above; Supplementary Fig S6B and D). These results suggest that most dysregulated pairs we identified in AD were not due to aging but related to the disease itself.

### Modular organization of the DC network elucidates shared pathologies of AD and HD

With confidence that the identified DC pairs are robust, we next aim to understand the biological processes affected by DC pairs in AD and/or HD. Towards this, we attempted to decompose the DC network (Supplementary Dataset D1a, D1b) defined over thousands of genes into smaller modules of genes, such that genes within each module participated in a larger number of DC relations among themselves than with genes in other modules. By applying a previously published clustering approach (Wang *et al*, 2009) based on spectral techniques and a modularity score function (see Materials and methods), we detected 149 DC modules for AD (Supplementary Fig S4B) and 220 for HD (Supplementary Dataset D2a, D2b), respectively containing more than 77% of the genes in the DC network for AD and HD.

To understand shared pathologies between AD and HD at the module level, we examined how shared DC pairs were distributed within or between AD modules. We first constructed a network of AD modules by aggregating intra-module DC pairs (both genes in a DC pair within the same module) or inter-module DC pairs (a DC pair interfacing two modules) into weighted links between modules (Fig3A), and annotated each module as GOC or LOC based on which category was dominant within the module. Among the modules that contained a significant number of shared DC pairs, all but three were LOC modules and they were also grouped together with other LOC modules (Fig3A) by Cytoscape's ‘yFiles Organic’ layout algorithm (http://www.cytoscape.org). This observation is consistent with the shared network being mostly LOC despite the dominance of GOC in the individual disease networks (similar trend was also observed for the HD module network shown in Fig3B). In enrichment tests done systematically for each module, shared LOC modules M1, M32 in AD, and M24 in HD were significantly enriched for pathways related to metabolism of basic amino acids (Fig3 and Supplementary Tables S3 and S4), and shared GOC module M6 in AD (along with three other modules) was significantly enriched for genes correlated to an AD clinical endpoint termed Braak stage, which captures the severity of the load of neurofibrillary tangles in the HBTRC samples (Supplementary Table S5).

**Figure 3:**
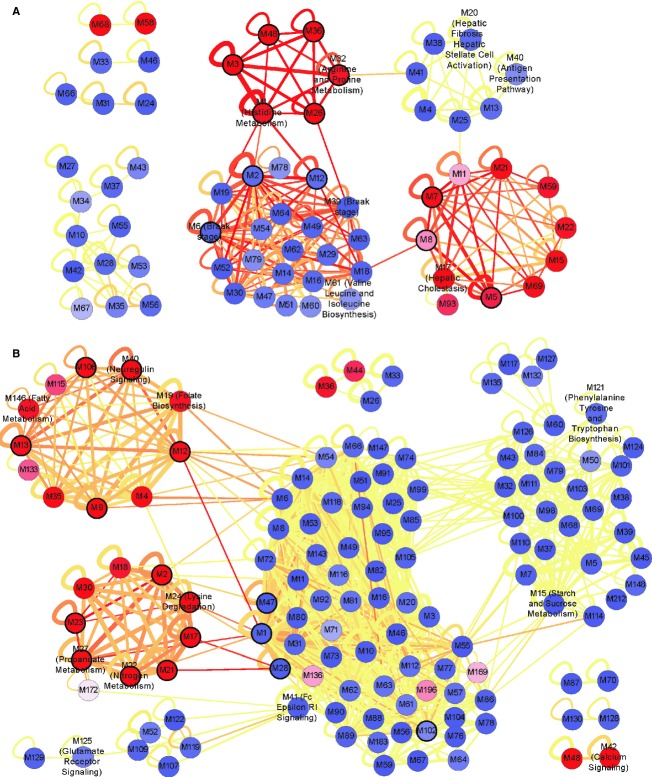
Overall topology of shared dysregulation in AD and HD A, B Topology of the DC network among the AD modules (A) and HD modules (B) reveals a significant enrichment of shared DC pairs in more LOC than GOC modules, and functional/clinical annotations of several modules. A self-loop edge indicates intra-module DC pairs. The thickness and redness of an edge scales with the number of aggregated DC pairs and the fraction of these pairs shared between the two diseases, respectively. A module with dark border is significantly overrepresented for shared intra-module DC pairs (hypergeometric *P* < 0.05 after Benjamini–Hochberg adjustment for multiple testing), and a module's color indicates whether it comprises predominantly GOC (blue) or LOC (red) pairs. Only modules with connections to other modules and edges aggregating at least 20 DC pairs are shown. Any module enriched for a pathway at hypergeometric *P* < 0.05 (after Bonferroni correction for the pathways tested) is labeled by the most enriched pathway, and modules enriched for genes correlated to AD Braak stage severity are also labeled.

The overall topology of the DC module network in Fig3 also revealed widespread loss of co-regulation in the crosstalk (inter-module) relationship between shared DC modules and facilitates hypothesis on regulator genes whose disruption lies at the interface of different modules. For instance, nine genes in the shared LOC AD module M26 exhibited loss of co-regulation with a single gene *FAM59B* in the GOC AD module M39 in both diseases (Fig4A). *FAM59B* (also known as *GAREML* or *GRB2 association, regulator of MAPK1-like*) is a gene whose function is poorly characterized; however, its DC relationship with genes in M26 such as *SLC1A2* and *GRIN2C* in the glutamatergic system (whose dysfunction is involved in neurodegeneration (Sanacora *et al*, 2008)), its hub status and DC partners including *APOE* and *TIMELESS* in the shared DC network (as noted above and in Supplementary Fig S5C), and its correlation with Braak stage in our data (Fig4B) all taken together support *FAM59B*'s association with neurodegeneration.

**Figure 4:**
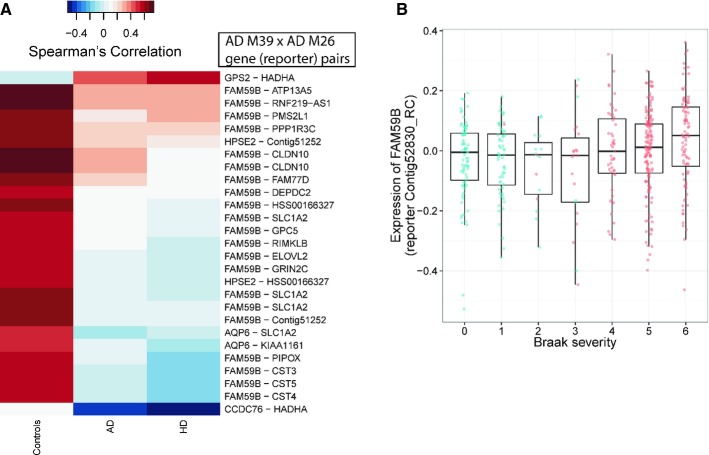
Shared crosstalk between two DC modules reveals a new neurodegenerative association The crosstalk (inter-module) DC relations between AD GOC module M39 and AD LOC module M26 are dominated by the loss of co-regulation of a single gene *FAM59B* in M39 with several genes in M26. Note that genes represented by multiple reporters appear more than once in the heatmap.Expression of a *FAM59B* reporter correlates with Braak severity score (*P* = 0.00095) across all AD and control DLPFC samples (shown as jittered red and blue dots, respectively).

### Physical interactions mediating common disruption patterns

Transcriptional dysregulation in AD and HD could propagate along a network of physical interactions among genes, proteins, and other molecules. To infer such molecular interactions mediating common disruption patterns in AD and HD, we aligned the network of 8,776 DC pairs shared between both diseases (Table 1) with a network of physical interactions compiled from various literature-curated databases such as BioGRID, BIND, MINT, HPRD (Mathivanan *et al*, 2006) totaling 116,220 non-redundant protein–protein, protein–DNA, or other types of pairwise interactions among 12,951 genes. We applied a variant of a rigorous alignment method (Narayanan & Karp, 2007) to find connected regions of the common DC network that were also connected in the physical network, so that disrupted co-expression of these gene pairs was more likely to generate functional consequences (see Materials and methods). The largest aligned subnetwork found by the method comprised 242 genes participating in 401 common DC pairs and 370 supporting physical interactions (Fig5A and Supplementary Dataset D3; other aligned subnetworks were small with at most two genes). Note that these 242 genes were selected by the algorithm (see Materials and methods) from the background of 1,739 overlapping genes in the physical and common DC network, by virtue of their connectivity in the two networks (i.e., any two of these genes could be connected by a path involving only common AD/HD DC pairs and another involving only physical interactions). The subnetwork was significantly enriched for GO biological processes such as neuron differentiation (*P* = 8.8 × 10^−7^) and neurogenesis (*P* = 3.1 × 10^−6^), regulation of cellular metabolic process (*P* = 1.3 × 10^−7^), gap junction trafficking (*P* = 1.1 × 10^−6^), and regulation of apoptosis (*P* = 5.6 × 10^−6^). It was also enriched for actin cytoskeleton complex (*P* = 6.3 × 10^−7^), and cytoskeletal alterations have been implicated in the disease progression of both AD and HD (Bonilla, 2000; Benitez-King *et al*, 2004).

**Figure 5:**
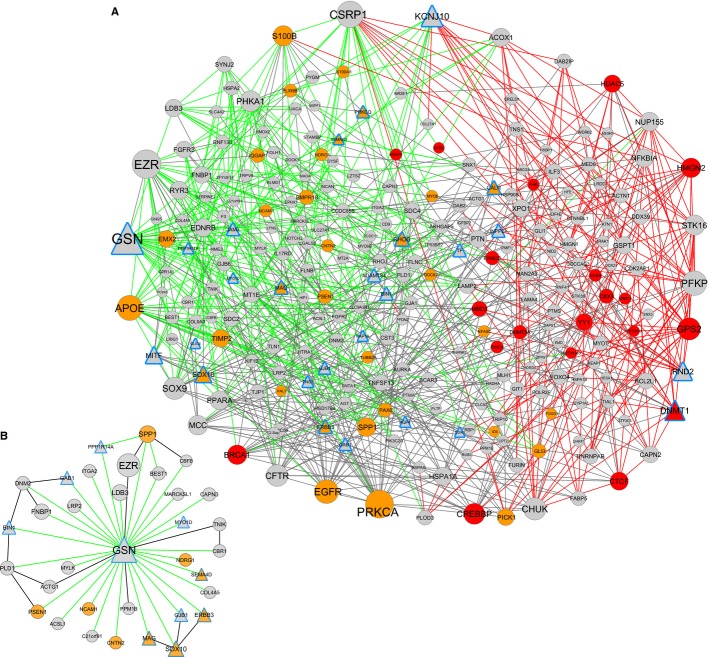
Physical network links regions of GOC disruption in chromatin organization and LOC disruption in neuronal/oligodendrocyte differentiation A, B We systematically aligned the network of common DC pairs detected in both AD and HD with the network of literature-curated physical (protein–protein and protein–DNA) interactions to obtain a subset of genes that is maximally connected in both networks. This aligned subnetwork is shown in (A), and the immediate neighborhood of gene *GSN* in this aligned subnetwork is shown in (B). Red and green edges are, respectively, the GOC and LOC pairs among the common DC pairs, and black edges mark the physical interactions. Genes with LOC (green) edges were significantly enriched for genes involved in neuronal differentiation (nodes in orange), and genes with GOC (red) edges were significantly enriched for genes involved in chromatin organization (nodes in red). The node size is proportional to the number of node's links in the subnetwork. *Dnmt1* brain-specific knockout signature significantly overlaps with the 242-gene subnetwork (A) (*P* = 3.1 × 10^−12^) and the immediate neighborhood of gene *GSN* in this aligned subnetwork (B) (*P* = 8.4 × 10^−10^). Triangle-shaped nodes with blue borders are genes differentially expressed in the *Dnmt1* brain-specific knockout compared with wild-type littermates.

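The overlaps were computed again from cortex RNA-seq of 3 Dnmt1 CKO and 3 littermate control mice. Genes were called at 10% FDR with limma's moderated test on log2(FPKM + 0.1), and human and mouse genes were matched by identical symbol; the ortholog table that the paper names was not used here. Of the 242 genes in the subnetwork, 216 were among the 14075 mouse gene symbols tested. The Dnmt1 CKO signature held 29 of these 216 genes, where 6.8 would be shared by chance, a 4.27-fold enrichment (one-sided Fisher's exact test, p = 3.9e-11, background all symbols tested). In the immediate neighborhood of GSN, which counts GSN and its direct partners, 34 genes are listed and 30 were tested. Here 12 genes were shared against 0.944 by chance, a 12.7-fold enrichment (Fisher's exact test, p = 4.2e-11). Among the direct partners alone, 11 of the 29 tested (37.9%) were in the signature, against 17 of the other 186 genes of the subnetwork (9.14%; two-sided Fisher's exact test, p = 0.00019). The paper's text names the genes shared by the physical and the common DC network as the background from which the subnetwork was selected, but ties no background to the overlap with the CKO signatures, and that list of genes was not tested here. With the symbols tested that belong to a DC module of AD or HD as background, the enrichments by Fisher's exact test were 3.6-fold (p = 1.2e-09) and 10.7-fold (p = 2.6e-10). In a permutation test against 10000 random lists matched on mean FPKM they were 4.31-fold and 12.4-fold, each with p = 1e-04, the smallest that this number of lists can give. Neither these lists nor the backgrounds were matched on cell type. The paper reports that LOC genes of the subnetwork are enriched for oligodendrocyte differentiation genes, and the knockout was made in oligodendrocytes. Any list rich in such genes could overlap as well, so these tests do not part the subnetwork from its cell types. For the subnetwork, the number of shared genes depended on single libraries more than the enrichment did. It fell to 17 without Dnmt1 control replicate 2 and to 18 without Dnmt1 CKO replicate 1, and lay between 20 and 24 when any of the other 4 libraries was left out. The enrichment over the subnetwork was then 4.6-fold to 6.06-fold, with Fisher's exact p of 1.7e-08 or smaller. For the GSN neighborhood, 8 to 11 genes were shared, and the enrichment was largest without Dnmt1 CKO replicate 3, at 21.8-fold.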

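In the deposited FPKM values, 26 of the 29 called subnetwork genes were lower in Dnmt1 CKO cortices and 3 were higher (n = 3 mice per group). The genes with lower levels were Adamts4, Calr, Clic4, Csrp1, Dab2, Ddr1, Dnm2, Erbb3, Fgfr2, Fnbp1, Gab1, Gjb1, Gsn, Inppl1, Jam3, Kcnj10, Mag, Myo1d, Nfasc, Ppp1r14a, Prkcq, Rap1a, Rhog, Sema4d, Sox10 and Tns3. Those with higher levels were Col27a1, Ephx1 and Ezr. Apart from Gsn, Sox10, Mag and Gjb1, the largest decrease was that of Adamts4, from 8.51 ± 0.848 to 2.56 ± 0.267 FPKM (SD, n = 3), a log2 fold change of −1.69 (standard error 0.11, adjusted p = 0.0023 from limma). Erbb3 and Ppp1r14a followed with log2 fold changes of −1.07 and −1.13, the latter just within the threshold, since its adjusted p of 0.1 from limma is rounded up and its controls spread from 3.03 to 5.25 FPKM. The smallest called changes were those of Csrp1 and Ezr, −0.23 and 0.23. Rap1a shares 8.27% of its 50-base words with other annotated genes, so part of its value can belong to copies. Of the 29 genes, 20 are also in the paper's own signature (Supplementary Dataset D4), which holds 25 genes of the subnetwork. In 23 of them the CKO effect also differed between the Dnmt1 and Dnmt3a lines at 10% FDR. Over the whole subnetwork, 144 of the 216 genes tested were lower in the Dnmt1 CKO mice, and 64 had an unadjusted limma p under 0.05. With 1 library left out at a time, 17 of the 29 genes were called in every fit. The number that kept the call was 17 without Dnmt1 control replicate 2, 18 without Dnmt1 CKO replicate 1, 19 without Dnmt1 CKO replicate 2, 20 without Dnmt1 CKO replicate 3, and 22 without either of the other two control libraries. Calls that were lost were those of Calr, Col27a1, Csrp1, Dab2, Dnm2, Ephx1, Ezr, Fgfr2, Fnbp1, Ppp1r14a, Rhog and Tns3, each in at least 1 of these fits.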

By providing a scaffold of supporting physical interactions, the 242-gene aligned subnetwork enabled us to hypothesize how disease-induced dysregulation among specific genes could be mediated and propagated. Consider the gene *GSN*, which exhibits the largest number of DC relations in this aligned network and the second largest number of overall common DC relations (117 LOC pairs) shared between both diseases (its immediate neighbors in the aligned subnetwork are shown in Fig5B). *GSN* encodes the cytoskeletal regulatory protein gelsolin, which is highly enriched in the oligodendrocyte lineage cells (Dugas *et al*, 2006; Cahoy *et al*, 2008; Swiss *et al*, 2011), is increased during the late phase of differentiation of progenitors into premyelinating oligodendrocytes (Swiss *et al*, 2011), and is highly expressed in myelinating cells wrapping the axons (Cahoy *et al*, 2008). Interaction partners of *GSN* include *MAG* (myelin-associated glycoprotein), a molecule synthesized in myelinated oligodendrocytes and localized at the axonal interface (Trapp *et al*, 1989; Arroyo & Scherer, 2000); *GJB1* encoding the protein Connexin 32 that localizes in the myelinated fibers of the central nervous system (Scherer *et al*, 1995); and *SOX10,* a key transcriptional regulator of myelination in both central and peripheral nervous systems (Stolt *et al*, 2002). The relation of these interaction partners of *GSN* and *GSN* to oligodendrocytes suggests that alterations in the transcriptional programs or composition of oligodendrocytes in the prefrontal cortex could be a common feature of AD and HD.

The aligned subnetwork, consisting of gene pairs commonly dysregulated in AD and HD in the HBTRC data, overlaps with independent AD, HD, and other brain diseases signatures. For instance, the subnetwork contains 3 AD GWAS or OMIM genes (*APOE*, *PSEN1*, and *BIN1*, *P* = 0.0029) and significantly overlaps with genes known to be upregulated in brain samples from AD patients (Blalock *et al*, 2004) (*P* = 9.5 × 10^−12^). When comparing siRNA candidates that suppress *HTT* toxicity in a HD model (Miller *et al*, 2012), seven of the 147 siRNA candidates represented on our expression microarray (*ASGR1*, *CAPN2*, *DAXX*, *FABP5*, *RAP1A*, *RNF130*, and *TRPV6*) mapped to the subnetwork (*P* = 0.0027). Finally, the 242-gene aligned network overlapped with genes downregulated in postmortem brains of major depressive disorder patients (*P* = 5.1 × 10^−15^), which also comprises myelination and signal transduction-related genes (Aston *et al*, 2005). These results together suggest that the aligned subnetwork could underlie transcriptional disruptions that occur in multiple neural diseases.

### Dichotomous dysregulation of two biological processes in the aligned subnetwork

To glean insights into how the 242-gene aligned subnetwork found above could underlie multiple brain diseases, we inspected the topological distribution of the GOC, LOC, and physical interactions across the network. We observed a surprising LOC/GOC dichotomy that shed light on the epigenetic dysregulation of oligodendrocyte differentiation and myelination in AD and HD. We specifically found that the 151 LOC genes and the 103 GOC genes in this subnetwork were largely distinct with an overlap of only 12 genes (a LOC gene is loosely defined as any gene with at least one LOC/green edge and a GOC gene as any gene with at least one GOC/red edge in Fig5A), and these two largely distinct gene groups were connected by numerous physical interactions (165 of total 370 shown as black edges in Fig5A). The inferred dysregulated processes in these groups revealed an interesting picture: within the whole 242-gene subnetwork, 33 genes were linked to neuronal differentiation (*P* = 8.8 × 10^−7^ as seen above), and almost all of them (29) were LOC genes. When considering only the LOC genes in the subnetwork, there was even more significant enrichment for neuronal differentiation genes (*P* = 1.8 × 10^−9^), and for genes regulated during oligodendrocyte differentiation (Swiss *et al*, 2011) (*P* = 1.02 × 10^−20^). The LOC genes overlapped specifically with gene clusters that were upregulated in a non-transient fashion during late stages of oligodendrocyte differentiation (*P* = 8.5 × 10^−4^, 1.6 × 10^−4^, 0.0014, 3.04 × 10^−10^, 2.4 × 10^−4^ and 1.2 × 10^−11^, respectively, for clusters 7–12 in (Swiss *et al*, 2011)). On the other hand, the GOC genes in the subnetwork, including *GPS2*, *DNMT1*, *DNMT3A*, *YY1*, *HDAC5*, *HIST2H3A,* and more, were enriched for GO biological processes negative regulation of gene expression (*P* = 1.2 × 10^−7^) and chromatin organization (*P* = 6.6 × 10^−7^) (Fig5A).

Disordered chromatin organization and related epigenetic mechanisms of histone modifications and DNA methylation are increasingly appreciated as key pathogenic factors for AD and HD, but there is still much research to be done for instance in terms of human studies of DNA methylation changes in AD, as they are scarce and based only on small cohorts of individuals (see reviews (Balazs *et al*, 2011; Coppedè, 2013; Jakovcevski & Akbarian, 2012)). Our study based on hundreds of human postmortem brains provided a unique view, as noted above, of transcriptional dysregulation of chromatin modifier genes (including methylation-related genes like *DNMT1* and *DNMT3A*) in neurodegeneration and their interconnections in the aligned subnetwork to oligodendrocyte differentiation genes such as *SOX10* and *GSN*. Hyper-methylation of the key oligodendrocyte-specific transcription factor (TF) *SOX10* has been linked to oligodendrocyte dysfunction (Iwamoto *et al*, 2005), and we have shown before that histone modifications of *GSN*—with a large number of LOC connections in the subnetwork as noted above—contribute to oligodendrocyte differentiation *in vitro* (Liu *et al*, 2003). We have also shown that age-dependent histone deacetylation controls oligodendrocyte differentiation (Shen *et al*, 2008). All these results suggest that the 242-gene subnetwork involving two interacting biological processes, loss of co-regulation in oligodendrocyte differentiation or myelination and gain of co-regulation in chromatin organization, could underlie multiple neurodegenerative diseases.

### Validating epigenetic regulation of neural differentiation and *DNMT1* as a key regulator in the aligned subnetwork

Among genes involved in chromatin organization in the 242-gene aligned subnetwork, *GPS2* and *DNMT1* are top hub genes with 18 and 16 connections within the subnetwork, respectively. *GPS2* is a subunit of the NCOR1–HDAC3 complex, and we have shown that histone deacetylation controls oligodendrocyte differentiation (Marin-Husstege *et al*, 2002; Shen *et al*, 2008). DNA methylation by DNMT1 or DNMT3A enzymes has been broadly implicated in neural development and differentiation (Takizawa *et al*, 2001; Wu *et al*, 2010, 2012) as well, but here we aim to validate whether DNA methylation regulates oligodendrocyte differentiation genes in the 242-gene subnetwork disrupted in AD and HD. There are two DNA methyltransferases, *DNMT1* and *DNMT3A*, in this disease subnetwork with 16 and 6 interactions, respectively. *DNMT1* being one of the top hub genes with many interaction partners is likely to play a key regulatory role in the subnetwork, whereas *DNMT3A* with few interaction partners is likely to play a smaller role. To test these predictions, we generated two oligodendrocyte-specific conditional knockout (CKO) mice, *Dnmt1* CKO and *Dnmt3a* CKO, and dissected cortices from these brain-specific knockout and respective littermate control mice for profiling using RNA-seq technology (see Materials and methods). 

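The experiment comprised 12 cortex libraries from mice at postnatal day 16, in 4 groups of 3 mice. The groups were the Dnmt1 CKO and the Dnmt3a CKO mice, in which cre is expressed from the Olig1 locus and both alleles of the target gene are floxed, and the littermate controls of each line, which carry the floxed alleles without cre. Each library was made from about 250 ng of total RNA with the TruSeq RNA kit. The authors aligned the reads to the mouse genome (assembly mm10) with TopHat, estimated expression with Cufflinks, and deposited a table of FPKM values, that is, fragments per kilobase of transcript scaled to the number of mapped fragments, with 1 column per mouse. Whether the libraries were scaled further is not stated in the paper's text. The table has 1 row per gene symbol for most genes and holds no read counts. The number of reads behind a value, and with it the counting error, was not estimated here. The FPKM values sum to 348682, 355193 and 357764 in the Dnmt1 controls, 349644, 349855 and 355262 in the Dnmt1 CKO mice, 342274, 350225 and 417856 in the Dnmt3a controls and 362017, 374685 and 354535 in the Dnmt3a CKO mice. Low values of single-transcript genes fall on steps, from which the depth of each library relative to the deepest was estimated at 0.865 to 0.944 in the Dnmt1 controls, 0.924 to 1 in the Dnmt1 CKO mice, 0.856 to 0.938 in the Dnmt3a controls and 0.887 to 0.928 in the Dnmt3a CKO mice. The row with the highest value, a small RNA gene in every library, took 3.99% to 9.33% of the sum, and the share was largest in Dnmt3a control replicate 3 (Snord37). Between 120 and 136 rows per library are listed at 0 although their mean over all libraries is above 5 FPKM; Cnot2, for example, is at 0 in Dnmt1 CKO replicate 3 and at 13 to 14.2 FPKM in the other libraries. A value of 0 was therefore not read as absence of the transcript. After removal of 302 exact duplicate rows, 23548 rows were left, of which the 14115 rows (14075 gene symbols) with a mean of at least 0.5 FPKM over the 12 libraries were tested. CKO and control mice of a line were compared with limma (moderated test with a mean-variance trend) on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment and the paper's 10% FDR. All fold changes are on this log2(FPKM + 0.1) scale, which understates the change of genes with low levels. The difference of the CKO effect between the lines was tested as an interaction in 1 model of the 4 groups. An exact permutation test of a single gene with 3 mice against 3 cannot give p below 0.1.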

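Dnmt1 lies on chromosome 9 of GRCm38 (mm10) from 20907209 to 20959888 on the minus strand and has 39 exons in its longest annotated transcript. In whole cortex its level was 10.2 ± 0.435 FPKM (SD, n = 3) in Dnmt1 control mice and 8.49 ± 1.06 FPKM in Dnmt1 CKO mice, a log2 fold change of −0.27 (standard error 0.098). All 3 CKO values (7.26, 9.11 and 9.09 FPKM) were below all 3 control values (exact permutation test, two-sided p = 0.1, the smallest that this design allows). The change did not pass 10% FDR (adjusted p = 0.29 from limma). Without Dnmt1 CKO replicate 1 the log2 fold change was −0.16, and without any other single library it lay between −0.32 and −0.24. In 1 model of all 12 libraries the adjusted p was 0.097, so the gene passed the threshold there, and over all alternatives it ranged from 0.097 to 0.49. Dnmt1 in the Dnmt3a line was at 9.94 ± 0.098 FPKM in control and 9.58 ± 0.148 FPKM in CKO mice. Dnmt3a lies on chromosome 12 from 3806007 to 3914443 on the plus strand, with 23 exons in its longest transcript. Its level was 13.6, 14.2 and 15.4 FPKM in the Dnmt3a CKO mice, and 31.1 and 28.7 FPKM in Dnmt3a control replicates 1 and 3. The library labelled Dnmt3a control replicate 2 had 16.9 FPKM, closer to the CKO libraries than to the other controls. With it, the log2 fold change was −0.78 (standard error 0.23, adjusted p = 0.66 from limma), and without it −1.05 (adjusted p = 0.12, where the range over all alternatives was 0.12 to 0.86). In the Dnmt1 line Dnmt3a was at 31.3 ± 1.36 FPKM in control and 30.9 ± 1.68 FPKM in CKO mice. Olig1, the locus of the cre allele, is a gene of 1 exon on chromosome 16 from 91269772 to 91271933 on the plus strand. It fell from 46.5 ± 4.46 to 20.3 ± 1.81 FPKM in the Dnmt1 line, a log2 fold change of −1.19 (standard error 0.093, adjusted p = 0.0043 from limma). In the Dnmt3a line it fell from 47.4 ± 2.98 to 33.9 ± 4.33 FPKM, a log2 fold change of −0.49 (standard error 0.097, adjusted p = 0.66 from limma, range over all alternatives 0.35 to 0.86). The effect on Olig1 was larger in the Dnmt1 line by −0.7 on the log2 scale (standard error 0.14, interaction test of limma, adjusted p = 0.032). The CKO mice of both lines carry the cre allele at Olig1 and the controls do not, so the allele itself can lower Olig1. Each comparison of CKO with control mice holds this difference too. Within a line it cannot be told apart from loss of the target gene. The library labelled Dnmt3a control replicate 2 had an Olig1 level of 49.8 FPKM, above the 30.6 to 38.8 FPKM of the Dnmt3a CKO libraries.

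**Figure D1:**
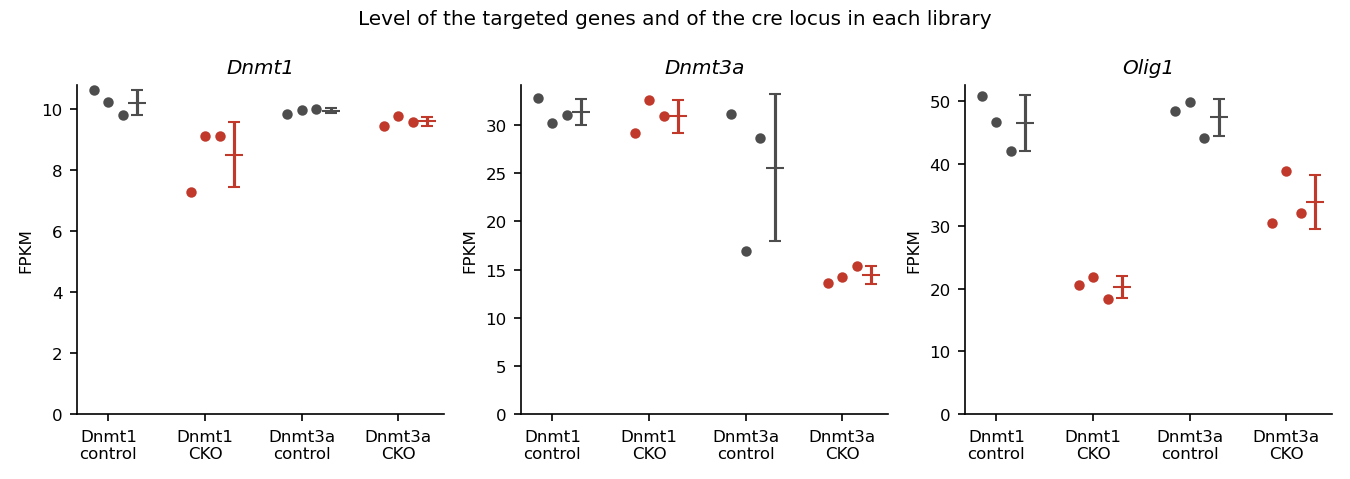
FPKM of Dnmt1, Dnmt3a and Olig1 in each of the 12 cortex libraries (points), with the mean and SD of each group of 3 mice. Dnmt3a is at 16.9 FPKM in the library labelled Dnmt3a control replicate 2 and at 31.1 and 28.7 FPKM in the other two controls of that line.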

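In the Dnmt1 line, 443 of the 14075 gene symbols tested passed the threshold, 324 of them lower in CKO than in control cortices and the other genes (26.9%) higher. At 5% FDR there were 262 genes, and at an unadjusted limma p under 0.05 there were 2112. The CKO and control values of all 443 genes were separate, as were those of 20.8% of all rows tested, where chance gives 10% for 3 mice against 3. The median log2 fold change over all rows was −0.02 and the median standard error 0.0681. The count moved with single libraries: it was 198 without Dnmt1 CKO replicate 1, 205 without Dnmt1 control replicate 2, 215 without Dnmt1 CKO replicate 3, 265 without Dnmt1 CKO replicate 2, 305 without Dnmt1 control replicate 1 and 340 without Dnmt1 control replicate 3. Of the 198 genes in the smallest set, 188 were among the 443. The largest decreases were those of Opalin, Mobp, Ermn, Mal and Mog, with log2 fold changes of −2.45, −2.23, −2.15, −2.08 and −2.03 and adjusted p of 0.0023 or smaller (limma). Opalin, a myelin gene on chromosome 19, was at 8.48 ± 1.06 FPKM (SD, n = 3) in control and 1.48 ± 0.291 FPKM in CKO mice. The largest increases were those of Gm11127, Gm4262, Psg23, 4933409K07Rik and Gm19757, with log2 fold changes of 3.74, 3.47, 3.26, 3.1 and 2.88 and adjusted p of 0.00041 or smaller (limma). Gm11127 on chromosome 17 rose from 1.64 ± 0.147 to 23.2 ± 2.11 FPKM. Of the 50-base words in their transcripts, 63.78% in Gm11127, 37.18% in Psg23, 8.72% in Gm4262 and 6.42% in Gm19757 also occur in another annotated gene, and 4933409K07Rik has 2 rows and no entry in the annotation, so the reads behind these values can come from copies. In the Dnmt3a line 2 symbols passed the threshold, both higher in CKO cortices, and 1036 had an unadjusted p under 0.05; CKO and control values were separate in 12.8% of all rows. None of the 443 genes was called in the Dnmt3a line, and 229 of them changed there in the same direction as in the Dnmt1 line. The difference of the CKO effect between the lines was itself past 10% FDR for 299 symbols, 41 with a higher and 258 with a lower effect in the Dnmt1 line. Of these, 234 were among the 443 genes, and in 273 the effect was larger in size in the Dnmt1 line. At 5% FDR the interaction count was 206, and with each of the 12 libraries left out in turn it lay between 205 (without Dnmt3a CKO replicate 2) and 326 (without Dnmt3a CKO replicate 3).

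**Figure D2:**
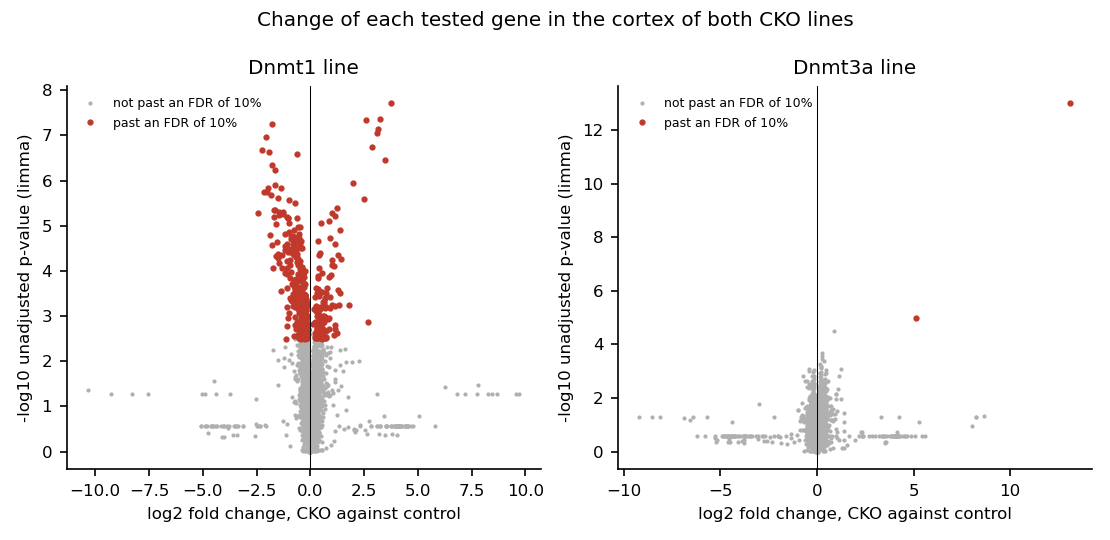
Log2 fold change of CKO against control on the log2(FPKM + 0.1) scale (horizontal axis) and −log10 of limma's p (vertical axis) for each row tested, in the Dnmt1 line (left) and the Dnmt3a line (right). The genes past 10% FDR, 443 in the Dnmt1 line and 2 in the Dnmt3a line, are marked.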

Analysis of this data yielded 388 genes that were significantly differentially expressed in *Dnmt1* CKO mice compared to their littermate controls at 10% FDR (the *Dnmt1* CKO signature), and 42 genes in the *Dnmt3a* CKO signature (see Materials and methods, and Supplementary Datasets D4 and D5). Consistent with our predictions, the *Dnmt1* CKO signature included key oligodendrocyte differentiation or myelination genes (including the top hub gene *GSN*, the TF *SOX10*, *MAG*, *GJB1*, and others discussed above*)*, and significantly overlapped with the entire disease subnetwork as well as the *GSN* local subnetwork (*P* = 3.1 × 10^−12^ and 8.4 × 10^−10^, respectively, as shown in Fig5). 

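Gsn (chromosome 2 of GRCm38, 35256380 to 35307892) was at 36.7 ± 4.08 FPKM (SD, n = 3) in Dnmt1 control and 13.4 ± 1.03 FPKM in Dnmt1 CKO cortices, a log2 fold change of −1.44 (standard error 0.095, adjusted p = 0.0024 from limma). Sox10 (chromosome 15, 79154908 to 79165240) fell from 14.1 ± 0.506 to 7.99 ± 0.628 FPKM, a log2 fold change of −0.81 (standard error 0.065, adjusted p = 0.0045). Mag (chromosome 7, 30899176 to 30914873) fell from 73.7 ± 3.49 to 18.9 ± 2.58 FPKM, a log2 fold change of −1.96 (standard error 0.1, adjusted p = 0.0011). Gjb1 (chromosome X, 101376378 to 101385629) fell from 2.09 ± 0.127 to 0.798 ± 0.0651 FPKM, a log2 fold change of −1.29 (standard error 0.084, adjusted p = 0.0024), and of −0.78 with a pseudocount of 1. Each of the 4 genes was lower in all 3 CKO libraries than in all 3 control libraries. With 1 library left out at a time, the log2 fold changes stayed between −1.52 and −1.36 for Gsn, −0.87 and −0.76 for Sox10, −2.06 and −1.86 for Mag, and −1.35 and −1.25 for Gjb1, all past 10% FDR. The Dnmt3a line had log2 fold changes of Gsn, Sox10, Mag and Gjb1 of 0.01, 0.04, 0.06 and 0.16, with adjusted p from 0.77 to 0.99 (limma); the sign for Gsn, Sox10 and Mag turned when single libraries were left out. The effects in the lines differed by −1.45, −0.86, −2.02 and −1.45 on the log2 scale (interaction test of limma, adjusted p of 0.00031, 0.015, 1.5e-05 and 0.00027). Without a threshold on single genes, the 216 subnetwork genes tested had a median log2 fold change of −0.05 in the Dnmt1 line and ranked lower than the other genes by limma's camera test (two-sided, preset correlation between genes of 0.01, p = 0.00013). The fry test gave p = 0.011, but camera with the correlation estimated from these libraries gave p = 0.22. The median was −0.08 without Dnmt1 CKO replicate 2 and −0.03 without Dnmt1 CKO replicate 3, with camera p under 0.05 in every fit that left out 1 library. With the paper's own list in place of the genes called here, 25 of its 363 symbols tested were in the subnetwork (5.57 by chance, Fisher's exact test, p = 3.3e-10) and 10 were in the GSN neighborhood (0.774 by chance, p = 2.2e-09).

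**Figure D3:**
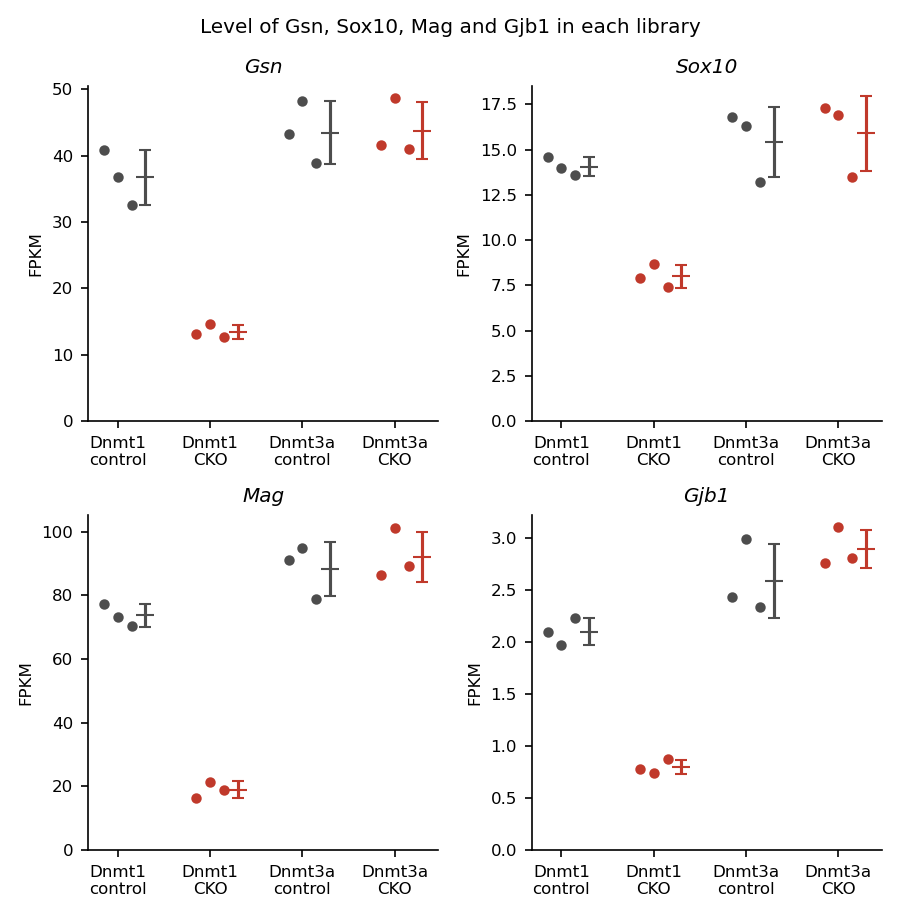
FPKM of Gsn, Sox10, Mag and Gjb1 in each of the 12 cortex libraries (points), with the mean and SD of each group of 3 mice. In each panel the 3 Dnmt1 CKO libraries are below the other 9.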

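Lists of genes for cell types and processes were written before the data were examined and tested in each line with camera, together with the LOC genes, the GOC genes and the GSN neighborhood, with Benjamini-Hochberg adjustment over the 28 tests (14 lists in both lines). No gene ontology table was used here. Of the 28, 13 passed 10% FDR (7 higher, 6 lower); fry kept 8 of these, and camera with an estimated correlation kept 3, the myelin, interferon response and GSN lists of the Dnmt1 line. The 28 myelin and nerve ensheathment genes tested had a median log2 fold change of −1.49 in the Dnmt1 line, all lower in the CKO mice (adjusted p = 2.1e-44, and 0.052 when the correlation between genes is estimated). Of these, 26 were called over all genes and 26 when adjusted over the list alone; 5 are in the subnetwork and 25 in the paper's own signature from these libraries. Mbp, the most abundant, was at 1190, 1100 and 991 FPKM in the controls and at 313, 370 and 350 FPKM in the CKO mice. The 20 cholesterol biosynthesis genes tested, of 21 listed, had a median of −0.25 and were all lower (adjusted p = 3.5e-11), with 6 called over all genes and 16 adjusted over the list alone. The oligodendrocyte progenitor list fell less, with a median of −0.15 over 10 genes (adjusted p = 0.073) and 2 and 3 genes called over all genes and adjusted over the list alone. That call was lost without Dnmt1 control replicate 1 (median −0.08), Dnmt1 control replicate 3 (−0.15) or Dnmt1 CKO replicate 3 (−0.1). The difference between the lines was past 10% FDR for all 3 lists, with medians of −1.53, −0.21 and −0.14 (camera, adjusted p of 1.5e-66, 1.1e-09 and 0.011). The same test was also past 10% FDR for the astrocyte (−0.16, adjusted p = 0.011), endothelium (−0.22, 0.032), blood (−1.41, 0.035), interferon response (1.02, 1.3e-09), Y chromosome (2.01, 0.011), LOC (−0.13, 2.3e-09), GOC (−0.06, 0.032) and GSN (−0.14, 1.9e-08) lists, but not for neuron (−0.06, 0.54), microglia (0.12, 0.19) or choroid plexus (−0.77, 0.23). Among the other cell types in the Dnmt1 line, the median was −0.01 for 10 astrocyte genes (adjusted p = 0.69; 1 called over all genes, 2 adjusted over the list alone), 0.02 for 10 neuron genes (0.24; 0 called, and 0 with an unadjusted p under 0.05), 0.18 for 10 microglia genes (6.5e-06; 5 called either way) and −0.16 for 10 endothelium genes (0.32; 2 and 4 called). For 9 choroid plexus genes the median was −0.08 (adjusted p = 0.89; 0 called, and 0 with an unadjusted p under 0.05), and for 3 blood genes −0.72 (0.28; 0 called over all genes, 2 adjusted over the list alone). The 9 interferon response genes tested, of 16 listed, were all higher, with a median of 0.99 (adjusted p = 1.6e-12, and 0.042 when the correlation between genes is estimated), and 6 were called over all genes and 8 adjusted over the list alone. For 5 genes of the Y chromosome the median was 2.02 (adjusted p = 0.0029; 1 called either way), but it was −0.18 without Dnmt1 control replicate 3, a library with high Xist. The 133 LOC genes tested had a median of −0.07 (adjusted p = 5.2e-05; 24 called over all genes, 36 adjusted over the list alone) and the 95 GOC genes one of −0.03 (0.066; 7 and 12 called). Without Dnmt1 control replicate 2 the median of the GOC genes was −0.05 and without Dnmt1 CKO replicate 3 it was −0.02, no longer called in either case; without Dnmt1 CKO replicate 2 it was −0.06. The GSN neighborhood had a median of −0.1 over 30 genes (adjusted p = 9.2e-06), and 16 of its genes were called when adjusted over the list alone. The LOC, GOC and GSN lists come from the human networks and were not chosen on these libraries.

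**Figure D4:**
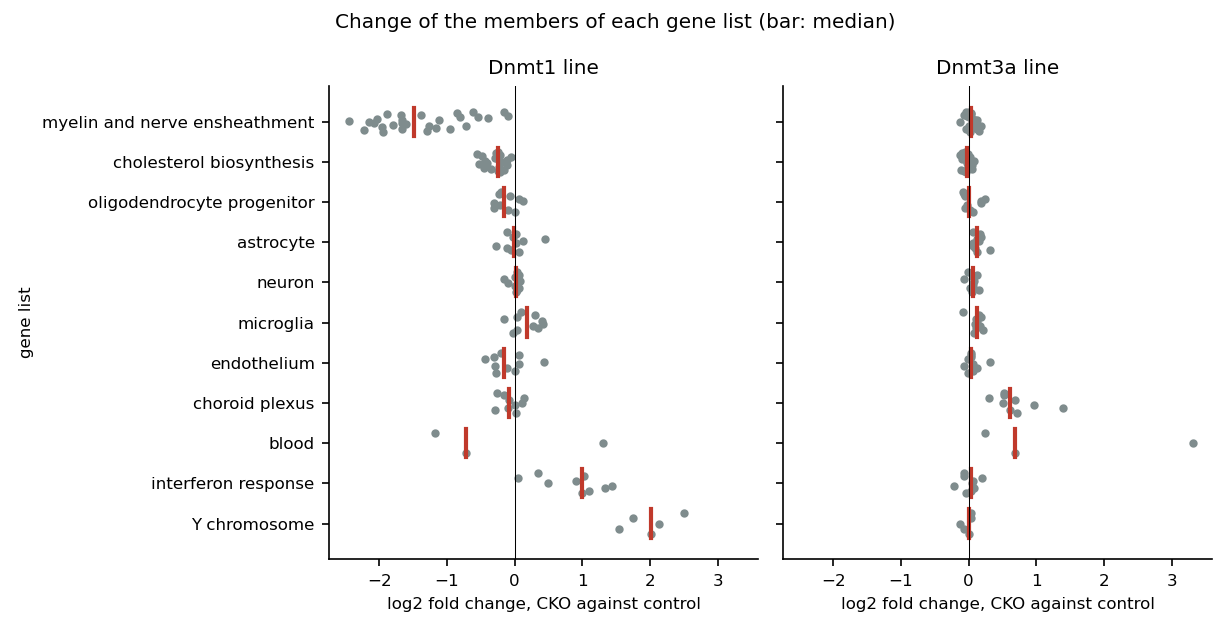
Log2 fold change of CKO against control on the log2(FPKM + 0.1) scale for each tested gene (points) of the 11 lists of cell types and processes, with the median of each list (bars), in the Dnmt1 line (left) and the Dnmt3a line (right). The myelin list has the lowest median in the Dnmt1 line, −1.49.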

Broadly, the *Dnmt1* CKO signature was enriched for genes involved in GO biological processes, nerve ensheathment, glial cell differentiation, nerve maturation, and lipid biosynthesis (*P*-values 1.37 × 10^−11^, 3.4 × 10^−10^, 3.2 × 10^−9^, and 7.2 × 10^−9^, respectively), again consistent with the biological functions of the subnetwork. Moreover, the *Dnmt1* CKO mice showed increased predilection to seizures, an incidence also increased in patients with AD (Amatniek *et al*, 2006) as well as juvenile form of HD (Cloud *et al*, 2012). In contrast, the *Dnmt3a* CKO signature was much smaller, only marginally overlapped with the subnetwork (*P* = 0.017), and was not enriched for any GO biological process. These results not only validate the interconnection between the two dysregulated biological processes in the disease subnetwork, but also validate our key regulator predictions.

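The 2 symbols called in the Dnmt3a line were Mir3091 and Amd1. Mir3091, a microRNA gene on chromosome 2, is listed at 846, 915 and 905 FPKM in the Dnmt3a CKO libraries and at 0 in all 3 Dnmt3a controls, but also at 0 in 3 of the 6 libraries of the Dnmt1 line: it is at 907, 886 and 0 FPKM in the Dnmt1 controls and at 0, 0 and 1590 FPKM in the Dnmt1 CKO mice. In 1 model of the 4 groups its adjusted p was 0.53 (limma; range over all alternatives 6.7e-15 to 0.53). Amd1 was at 1.91, 5.85 and 3.64 FPKM in the Dnmt3a CKO mice and under 0.001 FPKM in the other 9 libraries. It shares 78.13% of its 50-base words with other annotated genes, mostly Amd2, and its adjusted p of 0.07 (limma) rose above 0.1 without each of the Dnmt3a controls in turn and without Dnmt3a CKO replicate 3 (0.25 to 0.31; range over all alternatives 0.0025 to 0.66). The number of symbols called was 4 without Dnmt3a control replicate 1, 5 without Dnmt3a control replicate 3, 4 without Dnmt3a CKO replicate 1, 3 without Dnmt3a CKO replicate 3, and 2 without the library labelled Dnmt3a control replicate 2 or without Dnmt3a CKO replicate 2; with no filter on low values it was 17. None of the 216 subnetwork genes tested was called (0.0307 expected by chance, Fisher's exact test, p = 1), and 32 had an unadjusted limma p under 0.05; 81 were lower and 135 higher in the CKO mice. With the paper's own list of Dnmt3a CKO signature genes, 36 of its symbols were tested and 2 of them, DNMT3A and HTRA1, are in the subnetwork (0.552 by chance, a 3.62-fold enrichment, one-sided Fisher's exact test, p = 0.11). Of these 36 genes, 15 had an unadjusted limma p under 0.05 and none was called. As a set, the subnetwork genes had a median log2 fold change of 0.02 (camera with the preset correlation, p = 0.087; fry, p = 0.43). With the same preset correlation, the median was −0.01 without Dnmt3a CKO replicate 2 (p = 0.85), 0.04 without Dnmt3a CKO replicate 1 (p = 0.011) and 0.04 without Dnmt3a CKO replicate 3 (p = 0.04), and 0.01 without Dnmt3a control replicate 1. The gene lists were also tested in this line, with 0 genes called over all genes in each. The myelin and cholesterol biosynthesis lists had medians of 0.04 and −0.03 (camera, adjusted p of 0.31 and 0.12), with 0 genes adjusted over the list alone and 1 gene each at an unadjusted p under 0.05. The oligodendrocyte progenitor list had a median of 0 (adjusted p = 0.42), and 2 genes were called when adjusted over the list alone. The astrocyte and neuron lists were higher, with medians of 0.13 and 0.07 (adjusted p of 0.00011 and 0.031) and 1 and 0 genes adjusted over the list alone, and both held under fry. The neuron list's median was 0.04 without Dnmt3a control replicate 1, and 0.01 (adjusted p = 0.62; range over its alternatives 0.017 to 0.62) after quantile normalization. The microglia list (0.12, adjusted p = 0.036) and the LOC genes (0.04, adjusted p = 0.066) passed as well, neither under fry. For microglia the median was 0.05 without Dnmt3a control replicate 1 and 0.03 without Dnmt3a CKO replicate 2, the call being lost in both cases, and 0.2 without Dnmt3a control replicate 3 and 0.18 without Dnmt3a CKO replicate 1. For the LOC genes it was 0.02 without Dnmt3a control replicate 1, and the call was lost without Dnmt3a control replicate 3 (0.03) and Dnmt3a CKO replicate 2 (−0.01). The remaining lists did not pass: endothelium 0.04 (adjusted p = 0.13), choroid plexus 0.61 (0.12), blood 0.69 (0.13), interferon response 0.04 (1), Y chromosome 0.01 (0.89), GOC genes 0.01 (0.53) and GSN neighborhood 0.02 (0.69), with 1 endothelium gene and no other gene called when adjusted over the list alone. In these lists 15 GOC genes, 2 GSN neighborhood genes and 1 endothelium gene had an unadjusted p under 0.05, and none of the others did. All directions in this line use the library labelled Dnmt3a control replicate 2, whose Dnmt3a level is nearer to that of the CKO libraries.

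**Figure D5:**
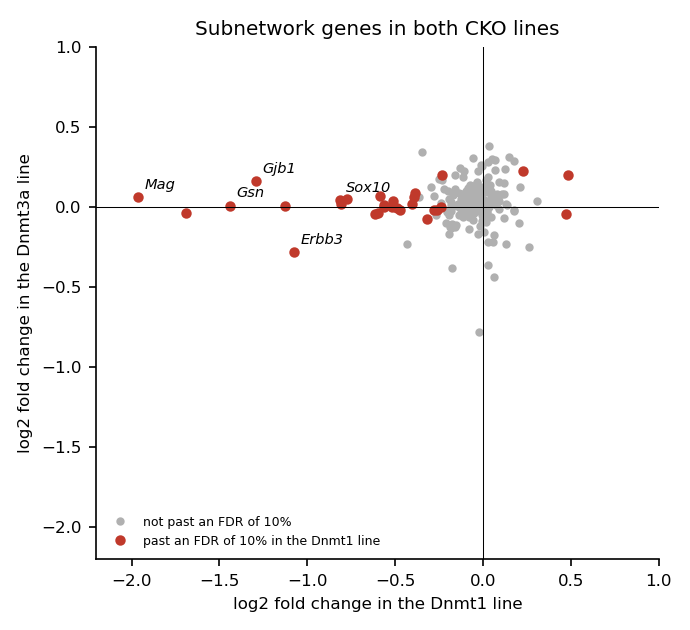
Log2 fold change of each of the 216 subnetwork genes tested in the Dnmt1 line and in the Dnmt3a line, on the log2(FPKM + 0.1) scale, with the 29 genes called in the Dnmt1 line marked. The medians are −0.05 in the Dnmt1 line and 0.02 in the Dnmt3a line.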

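The difference between the lines was tested over the subnetwork as a whole. The CKO effect in the Dnmt1 line minus that in the Dnmt3a line had a median of −0.1 on the log2 scale over the 216 genes, with 56 genes above 0 (camera on the interaction with the preset correlation, two-sided p = 5.8e-07). This test was added after the data were examined. It held under fry (p = 0.007) but not with the correlation between genes estimated from the libraries (p = 0.12). With each of the 12 libraries left out in turn, the median lay between −0.12 and −0.07, and the largest camera p was 2.3e-05, without Dnmt3a CKO replicate 2. Without the library labelled Dnmt3a control replicate 2 the median was −0.08. DNMT1 has 16 interactions in the subnetwork and DNMT3A has 6. The paper sets the larger Dnmt1 CKO signature and its overlap with the subnetwork and the GSN neighborhood against the smaller Dnmt3a CKO signature with its marginal overlap. It also reports ontology processes such as nerve ensheathment enriched in the Dnmt1 CKO signature and none in the Dnmt3a CKO signature. A greater tendency to seizures in the Dnmt1 CKO mice is reported as well. From these results the paper concludes that the dysregulated processes of chromatin organization and neural differentiation are connected in the subnetwork. It further concludes that its predictions of key regulators hold.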

## Discussion

We show for the first time that the global pattern of gene–gene co-regulation in the human brain cortex is drastically altered in a shared fashion in neurodegenerative diseases like AD and HD, by employing a systematic differential co-expression (DC) analysis that complements conventional differential expression analysis for finding disease-associated changes. The disrupted DC patterns we found either can echo reactive responses to the neuronal pathology associated with neurodegenerative disease or may indicate a direct causal relationship with the disease. We found that GOC between pairs of genes was a more dominant feature than LOC in AD and HD. In contrast, the DC shared between AD and HD showed a larger proportion of gene pairs that have lost co-expression. This could suggest a greater role for the LOC-related disruptive changes in the pathological mechanisms common to both diseases. Moreover, genes harboring common genetic variants unequivocally found to be associated with AD were more likely to show LOC, despite GOC being a more dominant feature among DC genes in AD. This may indicate that LOC signatures are more likely than GOC genes to be in causal relationship with the onset and/or progression of the disease. LOC interactions of genes at the interface between different DC modules also revealed new candidate disease genes like *FAM59B*. Finally, our systematic search for physical interactions mediating the common DC pairs between AD and HD, besides revealing extensive molecular alterations involving genes such as *GSN* and *SOX10* related to oligodendrocyte differentiation, revealed an interesting split of GOC and LOC dysregulation, respectively, of two physically inter-connected cellular processes, chromatin organization and neural differentiation. Results of our two brain-specific conditional knockout mice validate the interconnection of the two processes as well as key regulator predictions in the subnetwork.

Aging is linked with multiple neurodegenerative diseases including AD and HD. Though most DC patterns identified in the HBTRC data are distinct from age-associated DC pairs derived from the aging study (Colantuoni *et al*, 2011) as seen above, the 242-gene subnetwork dysregulated in both AD and HD overlaps with DE signature sets derived from aging brains. For instance, the 242-gene subnetwork is enriched for genes upregulated in the frontal cortex of old adults (age 73 or more) when compared with younger cortices (age 42 or less) (Lu *et al*, 2004) (*P* = 2.38 × 10^−39^), but not for age downregulated genes from the same study (*P* = 0.27). The enrichments are similar with filtered subsets of these signatures reported in the aging study using reversed changes in fetal development as a filter (Supplementary Table S5 of (Colantuoni *et al*, 2011); enrichment *P* = 9.6 × 10^−9^ versus *P* = 0.39 for filtered age upregulated versus downregulated set, respectively). Interestingly, most of the age upregulated genes in the 242-gene subnetwork participated in only LOC interactions. Together, these results suggest that aging may contribute to AD and HD risks by increasing the expression of certain genes in the aligned subnetwork whose co-regulation patterns are disrupted in disease.

Comparing molecular and macro-scale networks is not straightforward; however, there are studies of both cell function and macro-scale networks in the human brain which suggest that gain of co-expression (GOC), a dominant feature in our DC networks, may indicate increased functional activity. For instance, (1) Buckner *et al* 2009 used functional neuroimaging (fMRI) to demonstrate that the human cortex contains hubs of high functional connectivity correlating with incidence of Aβ deposition in AD patients, (2) Aβ production is strongly stimulated as a function of increasing neuronal activity (Cirrito *et al*, 2005), and (3) neuronal activity is highly increased (50% of the neuronal population) in the vicinity of Aβ plaques in an early-stage AD mouse model (Busche *et al*, 2008; Kuchibhotla *et al*, 2009), with neuronal hyperactive firing in the cortex combined with an increased astrocyte activity and Aβ plaques. While gain of transcriptional co-regulation in the brain cortex network may be associated with increased activity surrounding misfolded Aβ deposits, it is possible that lack of transcriptional co-regulation (LOC), which is proportionally high in the overlap between AD and HD and high among genes found to be causally related to AD, is associated with upstream events that produce or maintain the misfolded protein aggregates.

Spurious correlations due to systematic noise in the control samples could result in false positive LOC pairs, especially for genes with low expression variation between AD/HD and controls (see also Supplementary Text A.1). However, we showed that the correlation of LOC pairs in our control samples got replicated in an independent cohort's control brain samples. We also showed that genes implicated in AD in independent GWAS studies predominantly participated in LOC pairs and modules of genes comprising several LOC pairs enriched for meaningful biological processes. Furthermore, we verified the robustness of the AD DC network against false positive errors through replication of both GOC/LOC direction and magnitude of Q statistics in the independent human cohort. It is worth noting that exclusion of age-associated DC pairs does not affect the significance of replication of LOC pairs (*P* < 1/1,000 using a permutation test shuffling gene labels), but it increases the replication *P*-value of GOC pairs to *P* < 14/1,000. This result further supports the importance of LOC pairs in disease pathogenesis.

Previous studies on differential co-expresssion analysis in AD have used either module-based (Zhang *et al*, 2013) or hub-based (Rhinn *et al*, 2013) analysis. The module-based analysis defines the co-expression modules in case and control groups separately before comparing their correlation structures between the groups, whereas the hub-based analysis aggregates the differential co-expression of each gene with all other relevant genes in the transcriptome to prioritize disease genes. We take a more direct “edge/pair-based” approach based on meta-analysis of correlation coefficients to identify all pairs of genes exhibiting differential co-expression at 1% FDR. There are several advantages to our edge-based analysis. First, it enables a direct overlap of the DC networks of multiple diseases and alignment of the resulting DC network with other types of networks such as a physical network of protein–protein and protein–DNA interactions. The 242-gene subnetwork resulting from this network alignment revealed common molecular mechanisms underlying AD and HD. Second, our pair-based approach offers a finer resolution of transcriptional dysregulation that allows us to inspect DC patterns not only within modules or hubs, but also at the level of the overall network or at interfaces between two modules. Indeed, we showed that LOC pairs, which are functionally important and robustly replicated in the independent dataset, were overall enriched in the common DC network and arrived at a novel candidate disease association *FAM59B* by inspecting inter-module LOC pairs.

In summary, this study provides a global view of dysregulatory networks in AD and HD through integrative analysis of data from large cohorts of individuals in varying stages of neurodegeneration and aging. While our study falls short of providing a detailed model of disease progression due to the non-longitudinal nature of these datasets, the dysfunctional DC patterns we found in common between AD and HD, and the supporting physical interactions connecting dysregulated molecular pathways (available as Supplementary Datasets D1a, D1b, D2a, D2b and D3) significantly advance current efforts in identifying candidate genes for functional follow-up in independent clinical sampling and drug discovery efforts, which are aimed at influencing and/or modifying susceptibility to both neurodegenerative diseases.

## Materials and Methods

### The human brain samples

The HBTRC (Harvard Brain Tissue Resource Center) samples were primarily of Caucasian ancestry, as only eight non-Caucasian outliers were identified, and therefore excluded for further analysis. Postmortem interval (PMI) was 17.8 ± 8.3 h (mean ± standard deviation), sample pH was 6.4 ± 0.3, and RNA integrity number (RIN) was 6.8 ± 0.8 for the average sample in the overall cohort. The tissue samples were profiled on a custom-made Agilent 44K array of 40,638 DNA probes uniquely targeting 39,909 mRNA transcripts of 19,198 known and predicted genes (Supplementary Dataset D6). Therefore in some cases, transcripts are targeted by more than one reporter probe, but for ease of notation we refer to these as genes as any duplicate measures are routinely removed during subsequent analyses. After extensive quality control of the samples, 624 DLPFC (BA9) brain tissues from AD patients, HD patients, and non-demented controls (*N* = 310, 157, and 157, respectively) were used for further analysis.

### Adjustment of the gene expression data

As described earlier (Greenawalt *et al*, 2011), we used principal components (PCs) derived from the expression data of the control probes in the Human 44k v1.1 array to adjust the expression data of the other probes, in order to mitigate the effect of unknown confounding factors (Gagnon-Bartsch & Speed, 2012). This adjustment was done in a linear regression setting using the selected PCs as covariates. Following the earlier method (Greenawalt *et al*, 2011), we selected as covariates the 1st PC from r60 control probes, the 1st PC from Pro25G control probes, and the PCs of all remaining control probes that had variance explained at *P* < 1e–04 when compared to a randomized version (obtained from 10,000 permutations of the original data, with each control probe permuted independently). The resulting control-probes-adjusted expression data were further adjusted for several factors that could potentially confound the differences between normal and AD/HD datasets. These adjusted covariates include age, gender, RIN, pH, PMI, batch, and preservation of the samples. Specifically, a robust linear regression model of each gene's expression data was fitted separately for the AD, HD, and control group using these covariates, and residues from the fitted models were taken as the adjusted data for further analyses (rlm in R library MASS with Huber bisquare proposal was used to fit the model). The missing expression values in all expression datasets used in this study, including external datasets, were imputed using the *k*-nearest neighbors algorithm in the space of genes with *k* = 10 (Troyanskaya *et al*, 2001).

### Genotyping and association testing of disease SNPs

Each subject was genotyped on two different platforms, the Illumina HumanHap650Y array (IL650) and a custom Perlegen 300K array (a focused panel for detection of singleton SNPs; PL300). Counting only the union of markers from both genotyping platforms (114,925 SNPs were in the intersection), a total of 838,958 unique SNPs were used for analysis. Restriction Fragment Length Polymorphism (RFLP) was used to genotype the *APOE* polymorphisms in the HBTRC samples as described earlier (Gioia *et al*, 1998). Briefly, the initial PCR yields an amplicon of 485 bp of *APOE* exon 4 containing both polymorphisms, following a nested PCR product of 300 bp. *Hha*I digestion of the nested amplicon generated unique patterns of restriction fragments depending on the original genotype of the individual (Gioia *et al*, 1998). The *GAB2* SNP rs2373115 (Reiman *et al*, 2007) was not present on the arrays and was therefore genotyped using a TaqMan assay. The single point association testing of *APOE* genotypes and other SNPs (reported in Supplementary Table S2) was carried out in the R statistical environment using a logistic regression model encoded by the R formula: disease_status ∼ logistic(β0 + β1 × (count of minor allele) + β2 × age + β3 × gender). The disease SNP *P*-value indicates how significantly different β1 is from 0. The OR estimate was calculated from exp(β1). We applied the following quality control filters to retain only SNPs that have MAF (Minor Allele Frequency) > 0.05, HWE (Hardy–Weinberg Equilibrium) test *P*-value > 10e–06, and SNP call rate > 0.90.

### Meta-analysis of gene–gene correlation

We used a parametric meta-analysis method to test for changes in gene–gene correlation between two groups (e.g., disease versus controls), under the assumption that gene pairs are bivariate normally distributed in each group. This method yielded similar results as (and somewhat more conservative *P*-values than) a bootstrap method with no parametric assumptions, on a random subset of gene pairs in our data (see Supplementary Fig S7 for these results and a description of the bootstrap method, which is computationally intensive even on a subset of all gene pairs). We now describe the parametric method: for each gene pair (*i,j*) and their Spearman correlation coefficients *r*_*tij*_ (with *t* = 1 and 2 computed in disease and control samples, respectively), we first transformed the correlation coefficients into Fisher's *Z*-statistics 
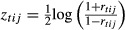
, which follows a normal distribution with zero mean and standard deviation of 

 (*n*_*t*_ is the sample size) under our parametric assumption of bivariate normality. A heterogeneity statistic *Q* is then computed for each gene pair as shown next (without the i,j subscripts for clarity): 
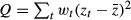
 with the weights *w*_*t*_ = *n*_*t*_ − 3 being used to also compute 

 as the weighted average of the *z* in the disease and the control group. The *Q* statistic follows a *χ*^2^ distribution with one degree of freedom under homogeneity and parametric assumptions (Hedges & Olkin, 1985), and the larger it is, the less similar the gene–gene correlation is between the two groups. To make differential co-expression calls from the *Q* statistics of all gene pairs taken together, we used a global permutation-based approach that both accounts for multiple testing and is robust to any violations of parametric assumptions (Storey & Tibshirani, 2003). We specifically permuted the original data once (by randomly assigning sample labels to shuffle the two groups together) and repeated the meta-analysis procedure. Then for any global cutoff value *Q*_0_, we take the ratio of the number of gene pairs that had *Q* > *Q*_0_ in the permuted to the original data as the estimated global FDR (false discovery rate) at this cutoff. The final cutoff we chose corresponding to FDR 1% translates to: *Q*_0_ = 25.6 for AD versus controls comparison, and *Q*_0_ = 21.7 for HD versus controls comparison. Unless specified otherwise, in addition to requiring a gene pair to have *Q* > *Q*_0_, the pair has to be significantly co-expressed in either the disease or the control group of samples (but not both) to be called as a differentially co-expressed or DC pair. The GOC and LOC category of DC pairs is defined based on which group the gene pair is significantly co-expressed. We call a pair as significantly co-expressed in a group of samples if their Spearman's correlation test *P*-value is at most 0.01 after correction for the all reporter–reporter tests among the 40,638 reporters, and not significantly co-expressed otherwise.

### Independent human cohorts used in replication testing

We tested replication of the DC pairs identified using the HBTRC samples in an independent human cohort of late-onset AD and control individuals (Webster *et al*, 2009). We obtained the expression data of that study from GEO (GSE15222), extracted the data of postmortem frontal cortex samples alone of 31 AD and 40 control individuals (over 24,354 transcripts, which became 23,613 unique transcripts after replacing transcripts represented by multiple probes with a randomly pre-selected probe), and adjusted through a linear regression model the AD and control group data separately for the same set of covariates used in the study. To dissect the contribution of aging to differential co-expression, we used another independent human dataset comprising expression data of neuropathology-free postmortem prefrontal cortex samples (Colantuoni *et al*, 2011) of 56 elder (age between 50 and 90 at time of death) and 53 adult (age between 20 and 40 at time of death) individuals. We obtained the preprocessed expression data of that study from GEO (GSE30272) before SVA (Surrogate Variable Analysis) adjustment, extracted the data of the elder and adult group of individuals alone, and adjusted through a linear regression model each group's data separately for all non-SVA covariates reported in the study (with the exception of ‘smoking history’ as this covariate was highly correlated to and had more missing data than the ‘smoke at death’ covariate).

### Identification of modules in the DC transcriptional network

We used our previously published clustering method described in detail in Wang *et al* (2009). Briefly, the method uses spectral techniques to derive a clustering tree from the DC network obtained from AD versus controls or HD versus controls comparison, and modularity score as an objective function to parse the clustering tree into modules or clusters (of size at least 10 and at most 100) that contain more DC interactions than expected from a random model. The modules were numbered based on their modularity scores, with M1 being the module with the highest modularity score in the network, M2 being the next highest, and so forth. The enrichment *P*-values used for pathway enrichment were calculated using a hypergeometric distribution. All DC modules were tested for enrichment of functional annotations and all significant enrichments (*P* ≤ 0.05 after Bonferroni correction for the number of Ingenuity Pathways tested) are reported (but for a module showing multiple significant enrichments, only the best one is reported).

### Alignment of physical interaction network and common DC network

Since large-scale collections of published physical (protein–protein and protein–DNA) interactions are not yet sufficiently comprehensive (Mathivanan *et al*, 2006), we aligned the physical network (viewed as undirected network after dropping edge orientations) with the network of common DC pairs identified in both diseases using a method that is more robust than simply overlapping the edges in the two networks. This alignment method specifically sets out to find all maximal subsets of genes that are connected in both the physical network and the common DC network. Maximal subsets of genes that are connected in two given networks can be found recursively using a simplified variant of a provably efficient algorithm, Match-and-Split, which we have developed previously (Narayanan & Karp, 2007). This variant would find all connected components in the first network, and for each such component, output them if they are also connected in the second network or split them into further connected components in the second network otherwise. This process is repeated recursively until all components of a certain minimum size (10 genes) that are connected in both networks are found.

### *Dnmt1* and *Dnmt3a* brain-specific conditional knockout experiments

All of the mice used in this study were handled in accordance with IACUC-approved protocols. *Dnmt1*^*flox*/*flox*^ (Fan *et al*, 2001; Jackson-Grusby *et al*, 2001) and *Dnmt3a*^*flox*/*flox*^ (Nguyen *et al*, 2007) mice were backcrossed onto a C57BL/6 background and crossed with *Olig1*-*cre* mice to generate *Dnmt1* conditional knockout (*Olig1*^*cre*/*+*^;*Dnmt1*^*flox*/*flox*^) and littermate control (*Olig1*^*+*/*+*^;*Dnmt1*^*flox*/*flox*^) mice, and *Dnmt3a* conditional knockout (*Olig1*^*cre*/*+*^;*Dnmt3a*^*flox*/*flox*^) and littermate control (*Olig1*^*+*/*+*^;*Dnmt3a*^*flox*/*flox*^) mice. Cortices were dissected from *Dnmt1* conditional knockout (CKO), *Dnmt3a* CKO, and respective littermate control mice at postnatal day 16. *Dnmt1* and *Dnmt3a* were knocked out in oligodendrocytes specifically (Supplementary Fig S8) with recombination rate over 70% (Zhang *et al*, 2009). RNA was isolated from three biological replicates for each genotype using TRIzol (Invitrogen) extraction and isopropanol precipitation. RNA samples were resuspended in water and further purified with RNeasy columns with on-column DNase treatment (Qiagen). RNA purity was assessed by measuring the A260/A280 ratio using a NanoDrop and RNA quality checked using an Agilent 2100 Bioanalyzer (Agilent Technologies). Approximately 250 ng of total RNA per sample were used for library construction by the TruSeq RNA Sample Prep Kit (Illumina) and sequenced using the Illumina HiSeq 2500 instrument according to the manufacturer's instructions. Sequence reads were aligned to the mouse genome (assembly mm10) and gene expression quantified using Tophat/Cufflinks methods, and differentially expressed genes at FDR 10% (*Q*-value < 0.1) were identified using Cuffdiff (Trapnell *et al*, 2013). To compare gene signatures of mouse experiments with human networks, we used human–mouse gene orthologs provided by The Jackson Laboratory (http://www.informatics.jax.org/homology.shtml).

### Data availability

Gene expression data of the human brain samples used in this study are available at the GEO public database under the accession number GSE33000.

Gene expression data from the mouse conditional knockout experiments are also publicly available under the GEO accession number GSE58261.

# Supplementary material for: Common dysregulation network in the human prefrontal cortex underlies two neurodegenerative diseases
**Source:** Mol Syst Biol. 2014 Jul 30;10(7):743. doi: 10.15252/msb.20145304
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information for

### Common Dysregulation Network in the Human Prefrontal Cortex underlies Two Neurodegenerative Diseases

Manikandan Narayanan<sup>1,\*</sup>, Jimmy L. Huynh<sup>2,3</sup>, Kai Wang<sup>4</sup>, Xia Yang<sup>5</sup>, Seungyeul Yoo<sup>3</sup>, Joshua McElwee<sup>4</sup>, Bin Zhang<sup>3</sup>, Chunsheng Zhang<sup>4</sup>, John R. Lamb<sup>4</sup>, Tao Xie<sup>4</sup>, Christine Suver<sup>6</sup>, Cliona Molony<sup>4</sup>, Stacey Melquist<sup>4</sup>, Andrew D. Johnson<sup>7</sup>, Guoping Fan<sup>8</sup>, David J. Stone<sup>4</sup>, Eric E. Schadt<sup>3</sup>, Patrizia Casaccia<sup>2,3</sup>, Valur Emilsson<sup>9,10</sup>, Jun Zhu<sup>3,\*</sup>

<sup>1</sup>National Institute of Allergy and Infectious Diseases, Bethesda, MD, USA; <sup>2</sup>Department of Neuroscience, Icahn School of Medicine at Mount Sinai, NY, USA; <sup>3</sup>Department of Genetics and Genomic Sciences, Icahn School of Medicine at Mount Sinai, NY, USA; <sup>4</sup>Merck Research Laboratories, Merck & Co., Inc., USA; <sup>5</sup>Department of Integrative Biology and Physiology, University of California at Los Angeles, CA, USA; <sup>6</sup>Sage Bionetworks, Seattle, WA, USA; <sup>7</sup>National Heart, Lung and Blood Institute, Bethesda, MD, USA; <sup>8</sup>Department of Human Genetics, University of California at Los Angeles, CA, USA; <sup>9</sup>Icelandic Heart Association, Kopavogur, Iceland; <sup>10</sup>Faculty of Pharmaceutical Sciences, University of Iceland, Reykjavik, Iceland

Dr. Jun Zhu  
Department of Genetics and Genomic Sciences  
Institute for Genomics and Multiscale Biology  
Mount Sinai School of Medicine  

## **A. Supplementary Text**

### **A.1 DC analysis complements differential expression (DE) analysis**

Many microarray studies focus on differential expression (DE), while few have explored the differential co-expression (DC) of gene expression traits. We observed in the main text that our DC analysis detected disease-associated genes that were not found by conventional t-statistics based DE analysis in both AD and HD comparisons to controls. Here we additionally examined if the differential expression (DE) P-values of the reporters detected as DC pairs had any bias towards being GOC or LOC pairs, and found that reporters involved in GOC pairs compared to LOC pairs are more likely to be DE. In detail, as **Suppl Figures S1A and S2** show, more GOC pairs compared to LOC pairs are associated with reporter pairs whose DE is high in the AD vs. controls comparison. For instance, using a lenient (uncorrected) DE P-value cutoff of 0.05, we found that 9.20% of all 18,560 GOC pairs were between two DE reporters, whereas only 0.46% of all 9,663 LOC pairs were between two DE reporters (these values are 37.33% and 17.25% respectively if we require only one reporter in the GOC or LOC pair to be DE). We observed a similar trend for the HD vs. controls comparison (**Suppl Figures S1B and S3**).

### **A.2 Dysregulation among known genetic causes of AD and HD**

Several common variants have been convincingly shown to associate with AD (www.genome.gov catalog accessed in May 2011 and listed in **Suppl Table S2**). In addition to common variants, rare variants in *PSEN1*, *PSEN2*, and *APP* have been identified through Mendelian inheritance (OMIM at <http://omim.org/>). Variants across the *APOE* gene are the best supported genetic causes of AD and those with the greatest effect sizes (Lopez et al, 1998; Tsai et al, 1994), while weaker effects across a number of other loci have been reported (Beecham et

al, 2009; Bertram et al, 2008; Carrasquillo et al, 2009; Harold et al, 2009; Heinzen et al, 2009; Kramer et al, 2010; Reiman et al, 2007). The allelic effects for *APOE*, *GAB2*, *SASH1* and *FAM113B* related genotypes on AD risk were replicated in the HBTRC (Harvard Brain Tissue Resource Center) samples (**Suppl Table S2**). The most likely reason for lack of replication of other reported risk variants (**Suppl Table S2**) is lack of power in our relatively small study group. We find that nine of these AD-related genes show at least one pair of DC in AD, with *SASH1*, *APOE* and *ABCA7* participating in the greatest number of DC gene pairs (**Table 2** in the main text). Strikingly, the majority (69%) of the DC gene pairs involving the AD causing genes showed LOC changes, despite the fact that 66% of all DC gene pairs in AD exhibit GOC (**Figure 1** in the main text). For example, all of the 85 genes connected to *APOE* and 129 (87%) of the genes connected to *SASH1* show LOC in AD (**Table 2** in the main text). We checked if differential expression (DE) could explain the loss of coordinate expression of these gene pairs, but found that none of the gene pairs showing LOC were differentially expressed (see more details on the relationship between DE and DC above).

Polymorphism in *HTT* is the predominant genetic cause of HD (Roze et al, 2010), and we find that *HTT* gained two co-expression relationships in HD, i.e. to *INSR* and *NPY1R*. This is of interest given recent data showing that injection of neuropeptide Y (NPY) in mice influences progression of HD (Decressac et al, 2010). Furthermore it is well documented that glucose homeostasis is disturbed in HD (Aziz et al, 2010).

### **A.3 Hub genes in AD and HD comparisons to controls**

The top 10 genes that participated in the largest number of DC pairs in AD were *USH1C*, *SLC39A11*, *GSN*, *TIMELESS*, *GPS2*, *RNASE1*, *CHST6*, *PFKP*, *CSRPI* and *PTN*, and each of these genes gained or lost between 144 and 244 co-expression relations in AD compared to

controls. These genes formed three connected groups based on DC relationships among themselves (**Suppl Figure S5A**): *RNASE1* and *GSN* formed a group that mainly exhibited LOC relationships, *PTN* didn't connect with the other top 10 genes, and the rest formed a predominantly GOC group. The disruptions of *USH1C*, *PTN* and *GSN* have been associated with specific forms of neurodegenerative complications (Keats & Savas, 2004; Mi et al, 2007) or amyloidosis (Maury et al, 1990). *TIMELESS* is a key regulator in circadian rhythm (Sangoram et al, 1998), the disturbance of which is common in AD patients (Weldemichael & Grossberg, 2010), whereas *CHST6* helps maintain corneal transparency (Akama et al, 2000). Previous studies have shown that light sensing neurons degenerate in AD (Hinton et al, 1986), which could further disrupt circadian rhythm (Weldemichael & Grossberg, 2010). *PFKP*, a highly expressed phosphofructokinase in the brain (Hannemann et al, 2005), is involved in glycolysis and associated with obesity in GWAS (Scuteri et al, 2007); *SLC39A11* is a zinc transporter (Mocchegiani et al, 2008) and zinc subcellular distribution is a key contributing factor for T2D (Mocchegiani et al, 2008); and finally *GPS2* mediates anti-inflammatory action of key lipid metabolism regulators *LRH-1* and *LXRbeta* (Venteclef et al, 2010). Obesity, T2D and inflammation have been shown to link with each other via highly interconnected molecular networks (Chen et al, 2008; Emilsson et al, 2008).

For HD vs. controls, the genes *PARP11*, *STARD7*, *SNX27*, *EIF2B4*, *AMPD2*, *PAIP1*, *MAN2A2*, *NCOA6*, *UBAP1* and *GPS2* were the top 10 genes with the largest number of DC partners, which ranged from 339 to 550. All these genes participated in GOC relations and were interconnected amongst themselves (**Suppl Figure S5B**). Protein translation is dysregulated in many neurodegenerative diseases including HD (Chang et al, 2006), and we observed several of these top 10 genes as linked to protein synthesis and post-translational protein modifications. For

instance, *EIF2B* regulates protein synthesis responding to multiple stress signals and is associated with AD, HD and Parkinson disease (Chang et al, 2006); *UBAPI* is involved in protein ubiquitination and is linked to a neurodegenerative disease FTL (Frontotemporal lobe dementia) (Jellinger, 2009); and *PAIP1* interacts with poly(A)-binding protein and cap-binding complex *EIF4A* to regulate translation initiation and protein synthesis (Martineau et al, 2008). Further, *MAN2A2* and *PARP11* are both involved in post-translational protein modifications, and a sorting nexin *SNX27* regulates trafficking of neural potassium channels into different cellular compartments for degradation (Lunn et al, 2007).

When considering only disrupted pairs that are common to both AD and HD, the top 10 genes with the most numbers of DC partners were *RNASE1*, *GSN*, *SLC39A11*, *GPS2*, *CSRPI*, *FAM59B*, *TIMELESS*, *EZR*, *AMPD2* and *SASH1* (**Suppl Figure S5C**). These genes, six of which are also in the top 10 DC gene list for AD (**Suppl Figure S5A,C**), formed three groups with respect to DC relationships among themselves: *RNASE1* and *GSN* formed a group that mainly exhibited LOC relationships, *EZR* didn't connect with the other top 10 genes, and the rest formed a predominantly GOC group. Disease relevance of some of these genes is discussed in the main text.

#### **A.4 GO Biological Processes enriched in DC modules**

Besides testing enrichment of AD (and HD) modules for Ingenuity Pathways (**Suppl Tables S3,S4**), we also tested enrichment of modules for GO Biological Processes (of size between 50 and 1000 genes to exclude too small or too broadly defined categories), and discuss here some of the significant enrichments we found at the 0.05 level after Bonferroni correction for the number of GO Biological Processes tested. The enrichment of AD modules for developmental processes

including M4 for striated muscle tissue development ( $P=2.8e-6$ ) and M20 for skeletal system development ( $P=5.9e-10$ ) is intriguing in light of the recently established connection between sarcopenia and AD (Burns et al, 2010). The enrichment of neurotransmission related genes (eg. M9 for “Transmission of nerve impulse” at  $P=8.3e-6$ ) is not unexpected as AD is a disease of synaptic failure (Selkoe, 2002), and the link to inflammation (M23 for “Acute inflammatory response” at  $P=1.7e-7$ ) is also expected as the hallmark neuropathological lesions and tangles are associated with microglia activation in the central nervous system (Krause & Muller, 2010). Two of the HD modules (M5 and M7) in the top 10 DC modules (ordered based on their modularity scores) detected in HD showed enrichment for protein folding ( $P=3e-10$  and  $P=2.2e-5$  respectively), which is in line with the proposed pathological mechanisms of mutant *HTT* gene expressing deficits in protein folding (Wang et al, 2008), and in mitochondrial energy generation (Browne, 2008).

Since GOC pairs dominate LOC pairs in the overall DC network, it was interesting to observe that some of the DC modules with predominantly LOC pairs (at least 75% of all DC pairs) were enriched for biological processes related to homophilic cell adhesion (AD M144 at  $P=1e-18$ , and HD M18 at  $P=2.2e-30$ ) and lipid-related processes (AD M3 at  $P=1.9e-5$ , and HD M106 at  $P=2.7e-5$ ). The accumulated results suggest that exploring changes in the co-ordinate expression patterns of genes between the normal and disease states can capture major pathways and mechanisms involved in the pathophysiology of the diseases in question.

## References

Akama TO, Nishida K, Nakayama J, Watanabe H, Ozaki K, Nakamura T, Dota A, Kawasaki S, Inoue Y, Maeda N, Yamamoto S, Fujiwara T, Thonar EJ, Shimomura Y, Kinoshita S, Tanigami A, Fukuda MN (2000) Macular corneal dystrophy type I and type II are caused by distinct mutations in a new sulphotransferase gene. *Nat Genet* **26**: 237-241

Aziz NA, Pijl H, Frolich M, Snel M, Streefland TC, Roelfsema F, Roos RA (2010) Systemic energy homeostasis in Huntington's disease patients. *J Neurol Neurosurg Psychiatry* **81**: 1233-1237

Beecham GW, Martin ER, Li YJ, Slifer MA, Gilbert JR, Haines JL, Pericak-Vance MA (2009) Genome-wide association study implicates a chromosome 12 risk locus for late-onset Alzheimer disease. *Am J Hum Genet* **84**: 35-43

Bertram L, Lange C, Mullin K, Parkinson M, Hsiao M, Hogan MF, Schjeide BM, Hooli B, Divito J, Ionita I, Jiang H, Laird N, Moscarillo T, Ohlsen KL, Elliott K, Wang X, Hu-Lince D, Ryder M, Murphy A, Wagner SL et al (2008) Genome-wide association analysis reveals putative Alzheimer's disease susceptibility loci in addition to APOE. *Am J Hum Genet* **83**: 623-632

Browne SE (2008) Mitochondria and Huntington's disease pathogenesis: insight from genetic and chemical models. *Ann N Y Acad Sci* **1147**: 358-382

Burns JM, Johnson DK, Watts A, Swerdlow RH, Brooks WM (2010) Reduced lean mass in early Alzheimer disease and its association with brain atrophy. *Arch Neurol* **67**: 428-433

Carrasquillo MM, Zou F, Pankratz VS, Wilcox SL, Ma L, Walker LP, Younkin SG, Younkin CS, Younkin LH, Bisceglia GD, Ertekin-Taner N, Crook JE, Dickson DW, Petersen RC, Graff-Radford NR (2009) Genetic variation in PCDH11X is associated with susceptibility to late-onset Alzheimer's disease. *Nat Genet* **41**: 192-198

Chang RC, Yu MS, Lai CS (2006) Significance of molecular signaling for protein translation control in neurodegenerative diseases. *Neurosignals* **15**: 249-258

Chen Y, Zhu J, Lum PY, Yang X, Pinto S, MacNeil DJ, Zhang C, Lamb J, Edwards S, Sieberts SK, Leonardson A, Castellini LW, Wang S, Champy MF, Zhang B, Emilsson V, Doss S, Ghazalpour A, Horvath S, Drake TA et al (2008) Variations in DNA elucidate molecular networks that cause disease. *Nature* **452**: 429-435

Decressac M, Wright B, Tyers P, Gaillard A, Barker RA (2010) Neuropeptide Y modifies the disease course in the R6/2 transgenic model of Huntington's disease. *Exp Neurol* **226**

Emilsson V, Thorleifsson G, Zhang B, Leonardson AS, Zink F, Zhu J, Carlson S, Helgason A, Walters GB, Gunnarsdottir S, Mouy M, Steinthorsdottir V, Eiriksdottir GH, Bjornsdottir G, Reynisdottir I, Gudbjartsson D, Helgadottir A, Jonasdottir A, Styrkarsdottir U, Gretarsdottir S et al (2008) Genetics of gene expression and its effect on disease. *Nature* **452**: 423-428

Hannemann A, Jandrig B, Gaunitz F, Eschrich K, Bigl M (2005) Characterization of the human P-type 6-phosphofructo-1-kinase gene promoter in neural cell lines. *Gene* **345**: 237-247

Harold D, Abraham R, Hollingworth P, Sims R, Gerrish A, Hamshere ML, Pahwa JS, Moskvina V, Dowzell K, Williams A, Jones N, Thomas C, Stretton A, Morgan AR, Lovestone S, Powell J, Proitsi P, Lupton MK, Brayne C, Rubinsztein DC et al (2009) Genome-wide association study

identifies variants at CLU and PICALM associated with Alzheimer's disease. *Nat Genet* **41**: 1088-1093

Heinzen EL, Need AC, Hayden KM, Chiba-Falek O, Roses AD, Strittmatter WJ, Burke JR, Hulette CM, Welsh-Bohmer KA, Goldstein DB (2009) Genome-wide scan of copy number variation in late-onset Alzheimer's disease. *J Alzheimers Dis* **19**: 69-77

Hinton DR, Sadun AA, Blanks JC, Miller CA (1986) Optic-nerve degeneration in Alzheimer's disease. *N Engl J Med* **315**: 485-487

Jellinger KA (2009) Recent advances in our understanding of neurodegeneration. *J Neural Transm* **116**: 1111-1162

Keats BJ, Savas S (2004) Genetic heterogeneity in Usher syndrome. *Am J Med Genet A* **130A**: 13-16

Kramer PL, Xu H, Woltjer RL, Westaway SK, Clark D, Erten-Lyons D, Kaye JA, Welsh-Bohmer KA, Troncoso JC, Markesbery WR, Petersen RC, Turner RS, Kukull WA, Bennett DA, Galasko D, Morris JC, Ott J (2010) Alzheimer disease pathology in cognitively healthy elderly: A genome-wide study. *Neurobiol Aging*

Krause DL, Muller N (2010) Neuroinflammation, microglia and implications for anti-inflammatory treatment in Alzheimer's disease. *Int J Alzheimers Dis* **2010**

Lopez OL, Lopez-Pousa S, Kamboh MI, Adroer R, Oliva R, Lozano-Gallego M, Becker JT, DeKosky ST (1998) Apolipoprotein E polymorphism in Alzheimer's disease: a comparative study of two research populations from Spain and the United States. *Eur Neurol* **39**: 229-233

Lunn ML, Nassirpour R, Arrabit C, Tan J, McLeod I, Arias CM, Sawchenko PE, Yates JR, 3rd, Slesinger PA (2007) A unique sorting nexin regulates trafficking of potassium channels via a PDZ domain interaction. *Nat Neurosci* **10**: 1249-1259

Martineau Y, Derry MC, Wang X, Yanagiya A, Berlanga JJ, Shyu AB, Imataka H, Gehring K, Sonenberg N (2008) Poly(A)-binding protein-interacting protein 1 binds to eukaryotic translation initiation factor 3 to stimulate translation. *Mol Cell Biol* **28**: 6658-6667

Maury CP, Kere J, Tolvanen R, de la Chapelle A (1990) Finnish hereditary amyloidosis is caused by a single nucleotide substitution in the gelsolin gene. *FEBS Lett* **276**: 75-77

Mi R, Chen W, Hoke A (2007) Pleiotrophin is a neurotrophic factor for spinal motor neurons. *Proc Natl Acad Sci U S A* **104**: 4664-4669

Mocchegiani E, Giacconi R, Malavolta M (2008) Zinc signalling and subcellular distribution: emerging targets in type 2 diabetes. *Trends Mol Med* **14**: 419-428

Reiman EM, Webster JA, Myers AJ, Hardy J, Dunckley T, Zismann VL, Joshipura KD, Pearson JV, Hu-Lince D, Huentelman MJ, Craig DW, Coon KD, Liang WS, Herbert RH, Beach T, Rohrer KC, Zhao AS, Leung D, Bryden L, Marlowe L et al (2007) GAB2 alleles modify Alzheimer's risk in APOE epsilon4 carriers. *Neuron* **54**: 713-720

Roze E, Bonnet C, Betuing S, Caboche J (2010) Huntington's disease. *Adv Exp Med Biol* **685**: 45-63

Sangoram AM, Saez L, Antoch MP, Gekakis N, Staknis D, Whiteley A, Fruechte EM, Vitaterna MH, Shimomura K, King DP, Young MW, Weitz CJ, Takahashi JS (1998) Mammalian circadian autoregulatory loop: a timeless ortholog and mPer1 interact and negatively regulate CLOCK-BMAL1-induced transcription. *Neuron* **21**: 1101-1113

Scuteri A, Sanna S, Chen WM, Uda M, Albai G, Strait J, Najjar S, Nagaraja R, Orru M, Usala G, Dei M, Lai S, Maschio A, Busonero F, Mulas A, Ehret GB, Fink AA, Weder AB, Cooper RS, Galan P et al (2007) Genome-wide association scan shows genetic variants in the FTO gene are associated with obesity-related traits. *PLoS Genet* **3**: e115

Selkoe DJ (2002) Alzheimer's disease is a synaptic failure. *Science* **298**: 789-791

Tsai MS, Tangelos EG, Petersen RC, Smith GE, Schaid DJ, Kokmen E, Ivnik RJ, Thibodeau SN (1994) Apolipoprotein E: risk factor for Alzheimer disease. *Am J Hum Genet* **54**: 643-649

Venteclef N, Jakobsson T, Ehrlund A, Damdimopoulos A, Mikkonen L, Ellis E, Nilsson LM, Parini P, Janne OA, Gustafsson JA, Steffensen KR, Treuter E (2010) GPS2-dependent corepressor/SUMO pathways govern anti-inflammatory actions of LRH-1 and LXRbeta in the hepatic acute phase response. *Genes Dev* **24**: 381-395

Wang J, Wang CE, Orr A, Tydlacka S, Li SH, Li XJ (2008) Impaired ubiquitin-proteasome system activity in the synapses of Huntington's disease mice. *J Cell Biol* **180**: 1177-1189

Weldemichael DA, Grossberg GT (2010) Circadian rhythm disturbances in patients with Alzheimer's disease: a review. *Int J Alzheimers Dis* **2010**

## B. Supplementary Tables

**Suppl Table S1.** Characteristics of the disease and control populations used in this study. PMI stands for Post-Mortem Interval in hours. Age is in years. Only individuals whose DLPFC (dorsolateral prefrontal cortex) expression data passed quality control are included here.

| Group       | Number of subjects | Males / Females | Mean Age (SD) | Mean PMI (SD) |
|-------------|--------------------|-----------------|---------------|---------------|
| All         | 624                | 341 / 283       | 70.1 (15.3)   | 17.5 (8.2)    |
| AD patients | 310                | 135 / 175       | 80.6 (9.0)    | 13.7 (7.4)    |
| HD patients | 157                | 83 / 74         | 55.9 (14.7)   | 20.0 (7.9)    |
| Controls    | 157                | 123 / 34        | 63.5 (9.9)    | 22.4 (5.8)    |

**Suppl Table S2.** Results from the replication testing of known GWAS risk loci for AD in the HBTRC samples. The number of AD cases was 375 and the number of controls 156. We used a logistic regression model, adjusting for age and gender. The results that we consider significant at a significance level of 0.1 are marked in bold. Published GWAS results for AD can be found at [www.genome.gov/gwastudies](http://www.genome.gov/gwastudies).

| SNP                                    | Effect allele | OR   | P-value        | Implicated gene |
|----------------------------------------|---------------|------|----------------|-----------------|
| <i>APOE</i> $\epsilon$ 4               | $\epsilon$ 4  | 3.73 | <b>4.1e-13</b> | APOE            |
| rs2373115                              | A             | 1.62 | <b>0.004</b>   | GAB2            |
| rs4298437                              | T             | 0.88 | 0.517          | RELN            |
| rs11782819                             | T             | 1.10 | 0.607          | MSRA            |
| rs690705                               | A             | 1.01 | 0.963          | RFC3            |
| rs7539409                              | G             | 1.33 | 0.298          | TTLL7           |
| rs4509693                              | C             | 0.79 | 0.275          | PAX2            |
| rs9390537                              | C             | 1.50 | <b>0.084</b>   | SASH1           |
| rs11136000                             | T             | 0.80 | 0.240          | CLU             |
| rs5984894<br>(proxy of<br>rs2573905)   | A             | 0.99 | 0.964          | PCDH11X         |
| rs11610206                             | C             | 2.01 | <b>0.044</b>   | FAM113B         |
| rs2061333                              | C             | 0.80 | 0.361          | ZNF224          |
| rs11122322<br>(proxy of<br>rs12044355) | G             | 1.12 | 0.547          | DISC1           |
| rs3826656                              | G             | 1.06 | 0.780          | CD33            |
| rs727153                               | T             | 0.96 | 0.808          | Intergenic      |
| rs3851179                              | T             | 1.16 | 0.428          | PICALM          |
| rs3752246                              | G             | NA   | NA             | ABCA7           |
| rs7561528                              | A             | 1.25 | 0.258          | BIN1            |
| rs2588963<br>(proxy of<br>rs2588969)   | A             | 1.07 | 0.688          | ARID5B          |
| rs6701713                              | A             | 1.21 | 0.408          | CR1             |
| rs4938933                              | C             | 0.88 | 0.484          | MS4A4A          |

**Suppl Table S3.** Enrichment of the DC modules in AD vs. Controls comparison for curated pathways in Ingenuity Pathways (www.ingenuity.com). The enrichments were significant at the 0.05 level after Bonferroni correction for the number (182) of Ingenuity Pathways tested, and the best enrichment is shown for any module with multiple significant enrichments. The hypergeometric enrichment P-values are computed using a background of 19,198 genes. The symbol **N** stands for “Number of genes”.

| <b>Module</b> | <b>Ingenuity Pathway</b>                                                     | <b>Enrichment P-value</b> | <b>N genes in module</b> | <b>N genes in overlap</b> | <b>N genes in pathway</b> |
|---------------|------------------------------------------------------------------------------|---------------------------|--------------------------|---------------------------|---------------------------|
| M1            | Histidine Metabolism                                                         | 1.5e-05                   | 69                       | 4                         | 42                        |
| M9            | cAMP-mediated Signaling                                                      | 2.5e-05                   | 73                       | 6                         | 152                       |
| M17           | Hepatic Cholestasis                                                          | 0.00022                   | 81                       | 5                         | 129                       |
| M20           | Hepatic Fibrosis Hepatic Stellate Cell Activation                            | 3.9e-05                   | 58                       | 5                         | 126                       |
| M32           | Arginine and Proline Metabolism                                              | 2.3e-05                   | 45                       | 4                         | 71                        |
| M40           | Antigen Presentation Pathway                                                 | 0.00016                   | 64                       | 3                         | 32                        |
| M45           | Amyloid Processing                                                           | 1.1e-05                   | 53                       | 4                         | 50                        |
| M61           | Valine Leucine and Isoleucine Biosynthesis                                   | 0.00022                   | 36                       | 2                         | 12                        |
| M75           | Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses | 3.8e-07                   | 37                       | 5                         | 78                        |
| M77           | Circadian Rhythm Signaling                                                   | 1.7e-07                   | 37                       | 4                         | 26                        |
| M81           | Sulfur Metabolism                                                            | 0.00021                   | 28                       | 2                         | 15                        |
| M89           | NRF2-mediated Oxidative Stress Response                                      | 3.7e-05                   | 22                       | 4                         | 168                       |
| M137          | Hepatic Fibrosis Hepatic Stellate Cell Activation                            | 2.3e-05                   | 9                        | 3                         | 126                       |
| M146          | Ubiquinone Biosynthesis                                                      | 0.00018                   | 8                        | 2                         | 50                        |

**Suppl Table S4.** Enrichment of the DC modules in HD vs. Controls comparison for Ingenuity pathways, reported using the same criteria as in **Suppl Table S3**.

| <b>Module</b> | <b>Ingenuity Pathway</b>      | <b>Enrichment<br/>P-value</b> | <b>N genes<br/>in<br/>module</b> | <b>N genes<br/>in<br/>overlap</b> | <b>N genes<br/>in<br/>pathway</b> |
|---------------|-------------------------------|-------------------------------|----------------------------------|-----------------------------------|-----------------------------------|
| M15           | Starch and Sucrose Metabolism | 0.00021                       | 74                               | 4                                 | 76                                |
| M19           | Folate Biosynthesis           | 1.2e-05                       | 69                               | 3                                 | 13                                |
| M22           | Nitrogen Metabolism           | 1.4e-05                       | 71                               | 4                                 | 40                                |
| M24           | Lysine Degradation            | 4.5e-05                       | 59                               | 4                                 | 64                                |
| M27           | Propanoate Metabolism         | 7.4e-05                       | 74                               | 4                                 | 58                                |
| M40           | Neuregulin Signaling          | 0.00027                       | 73                               | 4                                 | 82                                |
| M41           | Fc Epsilon RI Signaling       | 6.8e-05                       | 88                               | 5                                 | 93                                |
| M42           | Calcium Signaling             | 6.1e-05                       | 79                               | 6                                 | 165                               |
| M75           | LXR RXR Activation            | 9.3e-05                       | 68                               | 4                                 | 67                                |
| M108          | Complement System             | 0.00022                       | 69                               | 3                                 | 33                                |
| M120          | p53 Signaling                 | 0.00011                       | 55                               | 4                                 | 87                                |
| M125          | Glutamate Receptor Signaling  | 0.00024                       | 42                               | 3                                 | 55                                |
| M146          | Fatty Acid Metabolism         | 1.7e-05                       | 31                               | 4                                 | 97                                |
| M151          | Calcium Signaling             | 0.00022                       | 35                               | 4                                 | 165                               |
| M192          | Circadian Rhythm Signaling    | 0.00012                       | 12                               | 2                                 | 26                                |
| M219          | p38 MAPK Signaling            | 5.7e-06                       | 8                                | 3                                 | 91                                |

**Suppl Table S5.** Enrichment of DC modules identified in AD vs. controls comparison for genes correlated to AD Braak stage severity. The enrichments were significant at the 0.05 level after Bonferroni correction for the number of tested DC modules. The expression profiles of 780 of the 39,909 gene transcripts in the HBTRC samples were correlated to Braak stage at a Pearson correlation  $P < 0.01$  (after Bonferroni correction for the number of tested probes; the probes' expression data used here was adjusted as described in the main text but without including age as a covariate to retain the relationship between age, Braak stage and gene expression). The symbol **N** stands for “Number of”.

| <b>DC module</b> | <b>Enrichment<br/>P-value (P)</b> | <b>N Braak-<br/>correlated<br/>genes in<br/>module</b> | <b>N genes in<br/>module</b> |
|------------------|-----------------------------------|--------------------------------------------------------|------------------------------|
| AD/M6            | 8.1e-05                           | 9                                                      | 92                           |
| AD/M39           | 1.3e-4                            | 7                                                      | 58                           |
| AD/M45           | 1.1e-06                           | 10                                                     | 70                           |
| AD/M50           | 2.7e-05                           | 8                                                      | 62                           |

## C. Supplementary Figures

**Suppl Figure S1.** Differential Expression (DE) and Differential Co-expression (DC) analysis results in complementary sets of genes. The results are shown for the (A) AD vs. controls and (B) HD vs. controls comparisons as 3D histograms. The distribution of the number of detected GOC or LOC pairs (z axis) is plotted against the logarithm of the t-statistic based DE P-values of the genes in the pairs (x, y axes, with more differentially expressed gene in a pair shown in the y axis labeled  $\log_{10}(\text{DE Pvalue } j)$ ).

**A**

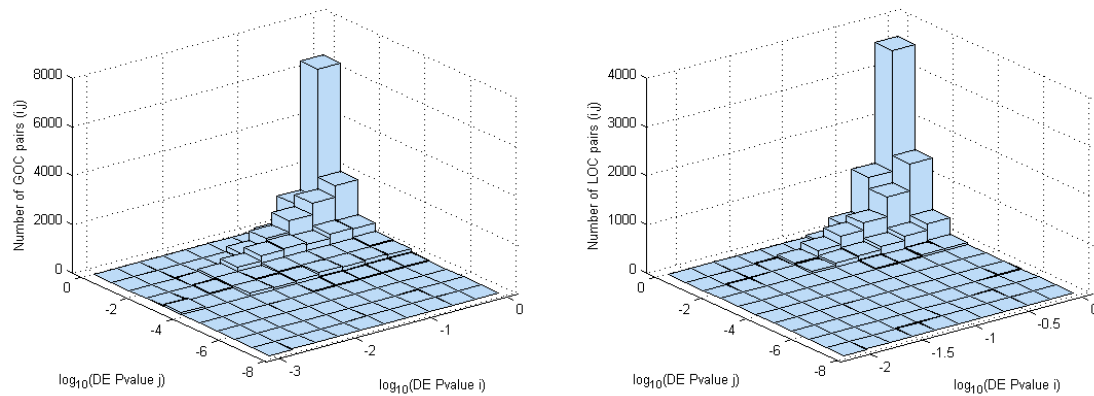

**B**

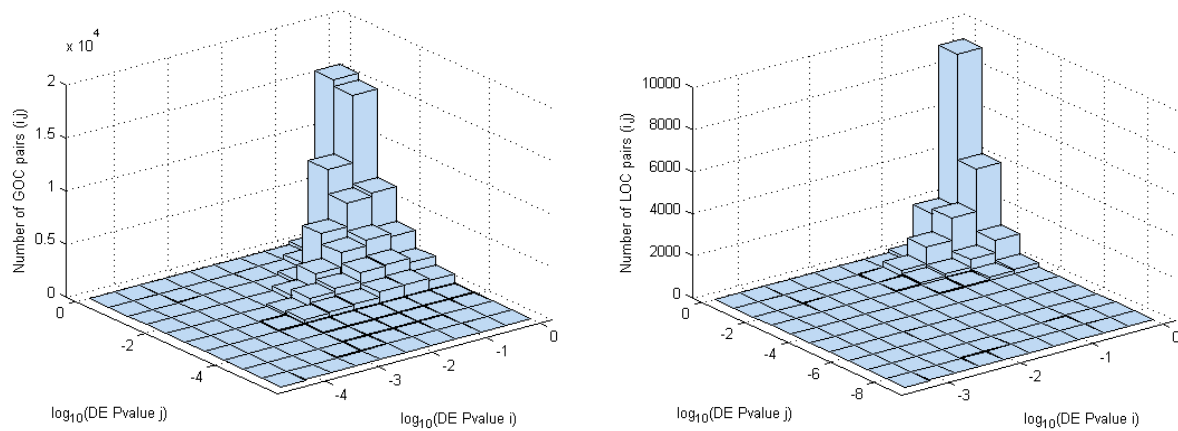

**Suppl Figure S2.** Differential Expression (DE) and Differential Co-expression (DC) analysis results in complementary sets of genes in AD vs. controls comparison. **(A)** Each reporter's t-statistic (x-axis) is plotted against the number of GOC pairs in which the reporter participates (GOC neighbors) minus the number of LOC pairs in which the reporter participates (LOC neighbors) in the y-axis. The lines drawn correspond to t-statistic values of -1.96 and 1.96 (translating to a DE P-value of  $\sim 0.05$ ), and differences in the GOC and LOC neighbors of -5 and 5 (chosen arbitrarily). **(B)** For each detected GOC and LOC pair, the Q-statistic of the pair (x-axis) is plotted against the minimum of the absolute t-statistic values of each reporter in the pair (y-axis). The line shown corresponds to the minimum absolute t-statistic value of 1.96 (translating to a DE P-value of  $\sim 0.05$ ).

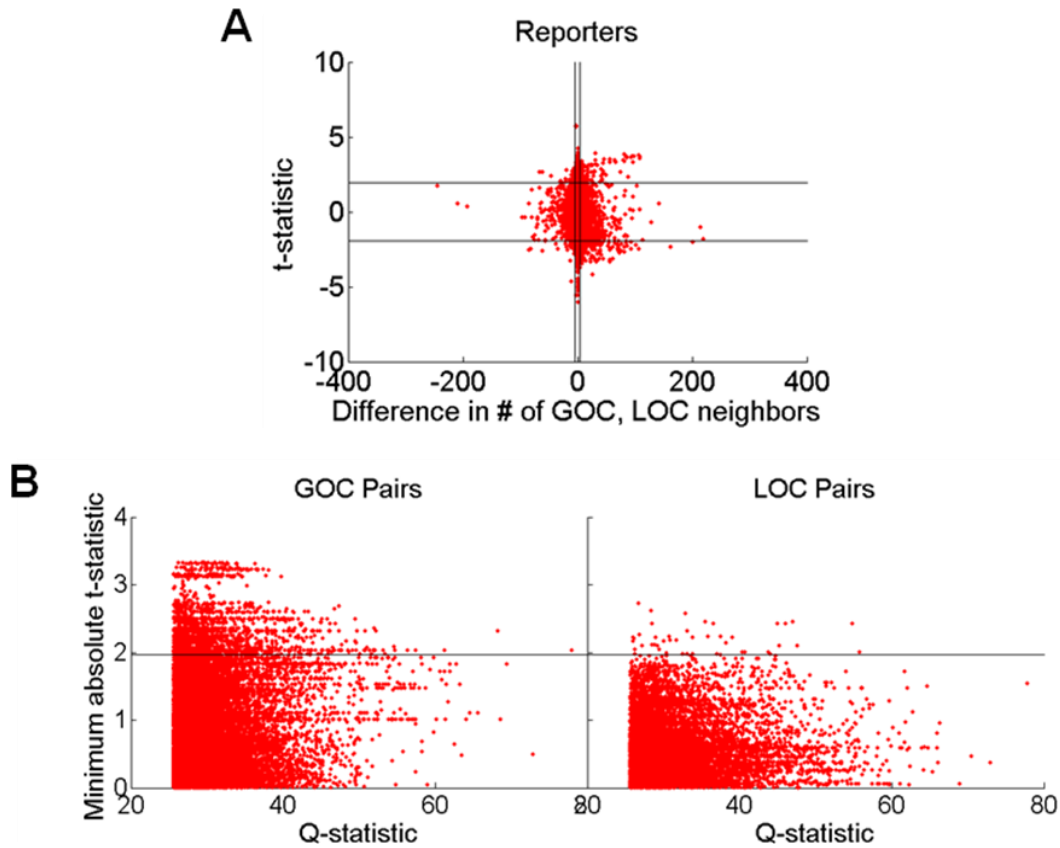

**Suppl Figure S3.** Differential Expression (DE) and Differential Co-expression (DC) analysis results in complementary sets of genes in HD vs. controls comparison. The axes and conventions used in these figures are the same as in **Suppl Figure S2**. As panel **B** shows, at a lenient (uncorrected) DE P-value cutoff of 0.05, we found that 10.29% of all 84,541 GOC pairs were between two DE reporters, whereas only 1.00% of all 21,593 LOC pairs were between two DE reporters (these values are 44.66% and 25.49% respectively if we require only one reporter in the GOC or LOC pair to be DE).

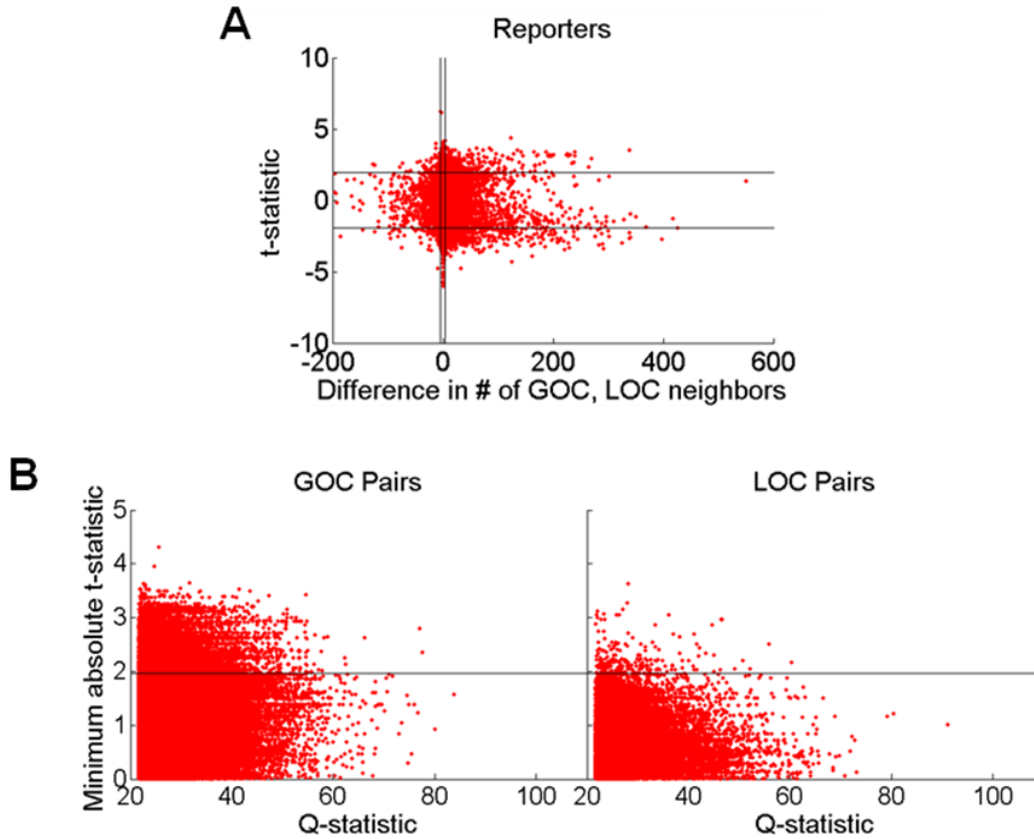

**Suppl Figure S4.** Spot with axis label (i/10,j/10) in a heatmap shows the plotted value of a reporter pair (i,j) i.e., the  $i^{\text{th}}, j^{\text{th}}$  reporters in a DC network or module. The GOC and LOC pairs are indicated respectively as dark and gray spots in the DC network and DC module. **(A)** The AD DC network is clustered and the resulting reordering of reporters is used to plot these heatmaps. The clustering structure is more evident from the Q-statistics plot. **(B)** We highlight the DC module M9 obtained from **(A)**, shown as a red dot in **(A)** near spot 5000,5000, to show the DC pairs in this module and the correlation coefficient changes between all reporter pairs in this module. The upper half of the absolute  $\rho$  (Spearman correlation coefficient) heatmap is based on correlation of reporter pairs in the AD disease samples and its lower half is based on correlation in the controls. Darker spots in the absolute  $\rho$  or Q-statistics heatmaps reflect larger values – for instance, the shading in the absolute  $\rho$  heatmap shows many reporter pairs in this module are LOC.

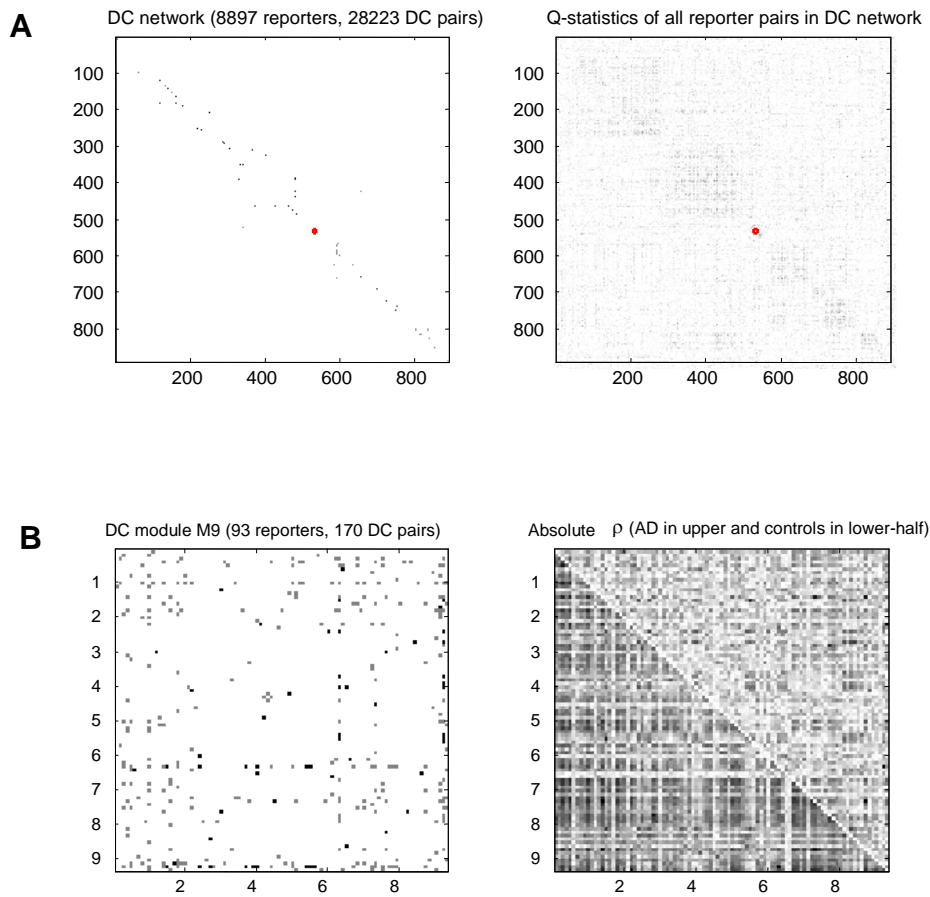

**Suppl Figure S5.** Connectivity between the ten genes with the most number of neighbors in the DC network from: (A) AD vs. Controls, (B) HD vs. Controls, and (C) common to both comparisons. Red edges indicate GOC pairs among the nodes, and red nodes indicate genes with at least 80% of their DC pairs being GOC. Green color is indicative of LOC relations.

**A**

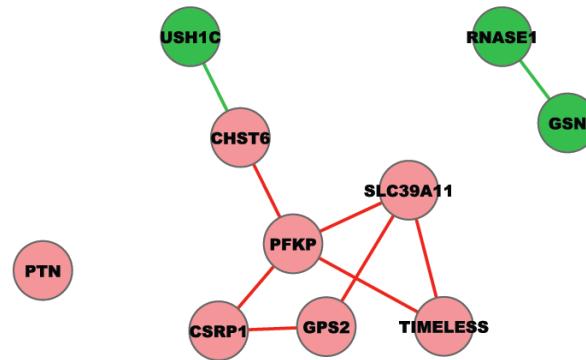

**B**

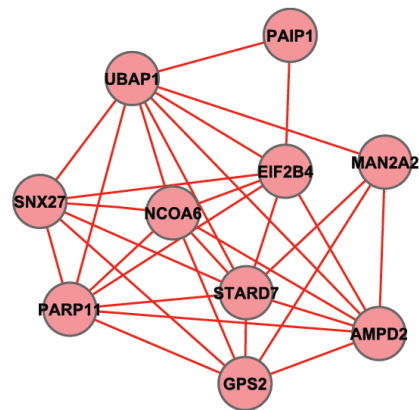

**C**

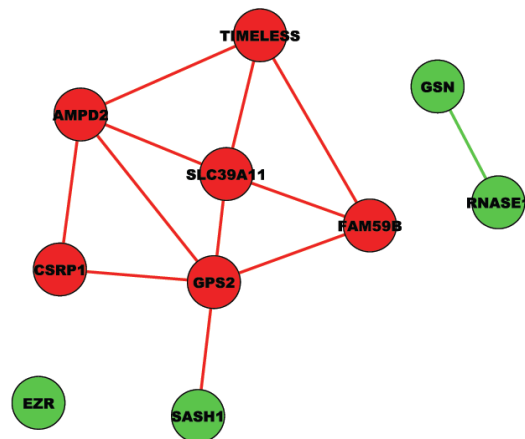

**Suppl Figure S6. (A)** Among the DC pairs we detected in the AD vs. controls HBTRC samples at various Q cutoffs (denoted AD DC pairs, with the black line marking the chosen 1% FDR cutoff) and that had representation in the independent AD and aging datasets, a significantly higher fraction was replicated in the independent data (in terms of both GOC/LOC direction and magnitude of Q as described in **Figure 2C** in the main text, but using additional Q cutoffs in the independent data besides 3.84 to call replication) when compared to 1000 matched sets of random pairs of the same size and network connectivity (obtained as in the main text). Each dark curve corresponds to the replication fraction of the detected DC pairs and the 10 lightly shaded curves for each dark curve shows the same fraction with 10 matched sets of random gene pairs. **(B)** Similar trends were seen after removal of age-associated DC pairs from the HBTRC DC pairs (denoted AD-Aging). **(C & D)** The replication fractions for all 1000 matched sets of random DC pairs along with a line indicating the same fraction for the detected set of DC pairs at 1% FDR are shown for AD and AD-Aging DC pairs in **(C)** and **(D)** respectively for the  $Q > 3.84$  cutoff in the independent data, as three histograms corresponding to DC, GOC and LOC pairs in that order.

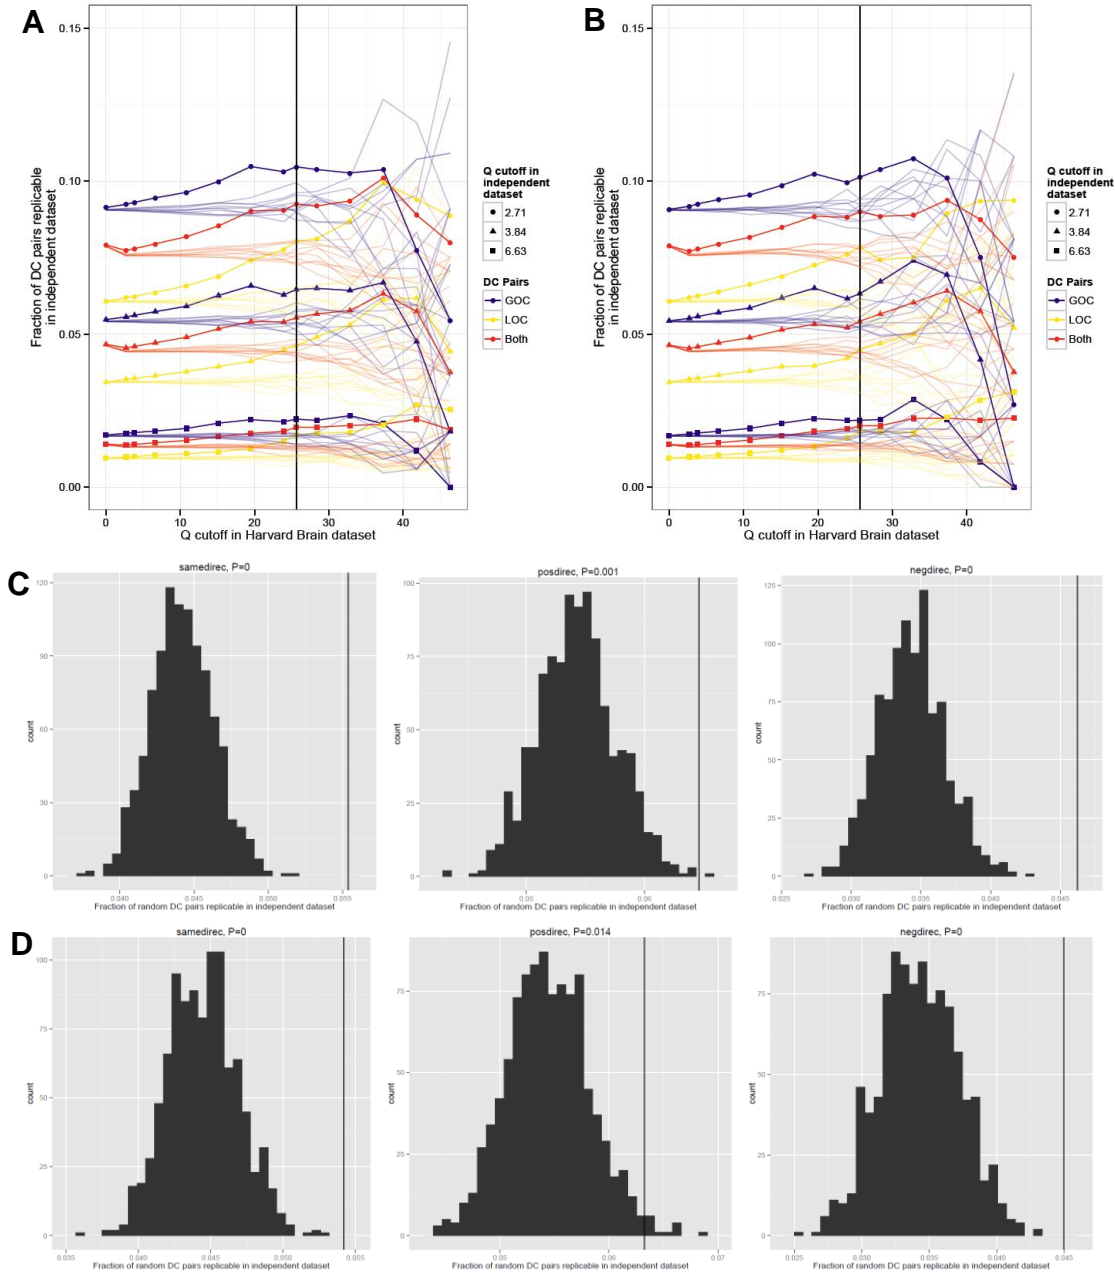

**Suppl Figure S7.** Comparison of the parametric meta-analysis method (based on Q statistic) to the non-parametric bootstrap method, for making DC calls from a random subset of all gene pairs in the AD vs. controls comparison. The two methods yield similar results, with the P-value  $P_Q$  based on the analytical null distribution of the Q-statistic (which is Chi-squared with one degree of freedom) somewhat more conservative than the P-value based on the bootstrap method ( $P_{\text{bootstrap}}$ ). This trend holds for most P-values, except for very small P-values that are not resolved by the bootstrap method due to the 1/1000 limit imposed by the 1000 bootstrap resamplings we do. Since it is computationally intensive to perform several bootstrap resamplings per gene pair, the plot shows results only for a random subset of all gene pairs obtained by pairing up a random set of 100 genes (probes) with all other probes profiled on the microarray.

Note that the bootstrap method yields two P-values for any given gene pair based on which group (disease or controls) is resampled, and  $P_{\text{bootstrap}}$  is taken as the average of these two P-values. That is, comparing a gene pair's correlation coefficient in the control samples to a bootstrap distribution of its correlation coefficient in 1000 resamplings of the disease samples yields a disease-bootstrap P-value (that is twice the one-sided empirical P-value), and repeating this procedure *vice versa* yields a controls-bootstrap P-value for the same gene pair.

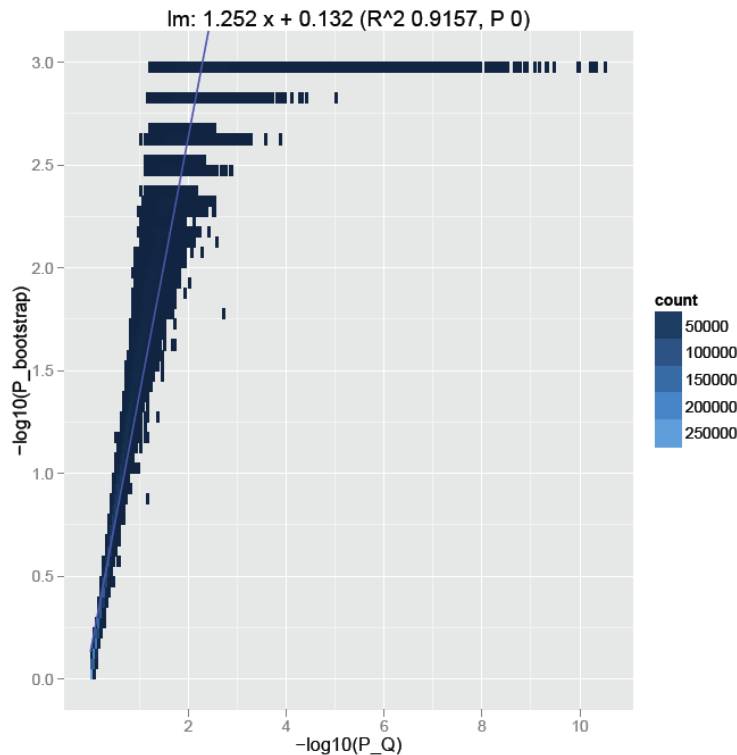

**Suppl Figure S8.** Confocal images of cells stained with lineage-specific antibodies and antibodies for Dnmt1 and Dnmt3a. Green: cell markers' stains, and red: Dnmt1 and Dnmt3a stains. *Dnmt1* (A) and *Dnmt3a* (B) were efficiently knocked out in oligodendrocyte cells. The white arrows indicate absence of the enzymes Dnmt1 and Dnmt3a only in the nucleus of oligodendrocytes (Olig2+), but not in the nucleus of astrocytes (GFAP+) or neurons (NeuN+). Scale bar: 5µm.

**A**

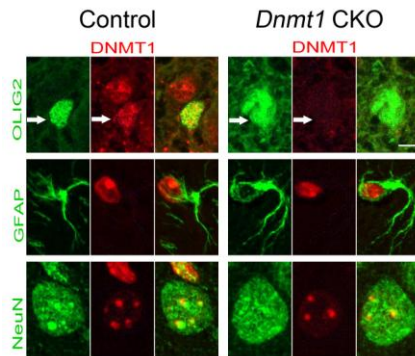

**B**

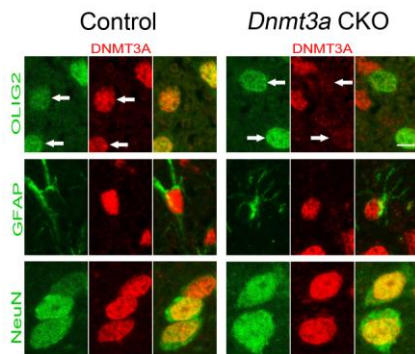

## D. Supplementary Datasets

Please note that the datasets described here are provided in separate supporting files.

**Suppl Dataset D1.** The network of DC (GOC+LOC) gene pairs detected in the AD vs. Controls (a), or HD vs. Controls (b) comparison using the HBTRC data.

**Suppl Dataset D2.** The gene modules resulting from clustering the DC network for AD (a) or HD (b).

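Each row of this table pairs a pair of human genes with the category of their link. A pair that lost co-expression in disease is a LOC pair, a pair that gained it is a GOC pair, and a physical pair is a protein-protein or protein-DNA interaction from the literature. The table holds 223 LOC, 178 GOC and 370 physical pairs; 151 genes take part in at least 1 LOC pair and 103 in at least 1 GOC pair, and some take part in both. For the comparison with the CKO mice, each human symbol was matched to the mouse symbol of the same letters. The neighborhood of a gene is the gene with all partners it has in any category.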

**Suppl Dataset D3.** The 242-gene subnetwork resulting from aligning the DC network common to AD and HD with the physical network of protein-protein and protein-DNA interactions.

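This table has 1 row per transcript, with the position of the gene in the mouse genome, a pair of expression levels and the log2 ratio of the second level to the first. The columns carry no group names; the first was read here as CKO and the second as control, since the levels of Mag, 18.7 and 74.1, lie next to 18.9 FPKM in the Dnmt1 CKO and 73.7 FPKM in the Dnmt1 control mice of the deposited values. On this reading a positive ratio stands for a lower level in the CKO mice. It has 406 rows for 388 gene symbols, of which 384 are among the symbols of the deposited FPKM values and 363 have a mean of at least 0.5 FPKM there. The deposited values are per gene symbol and not per transcript, so the levels of a gene with several transcripts differ between the table and the FPKM values. Of the 363 symbols, 223 were also called by limma at 10% FDR and 289 had an unadjusted p under 0.05, while 220 symbols called by limma are not in the table. In 336 of the 355 rows that could be compared, the ratio of the table and the limma log2 fold change of CKO to control had opposite signs, that is, the same direction of change, which is in part given by the reading of the columns.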

**Suppl Dataset D4.** *Dnmt1* brain-specific knockout signature genes defined by Cuffdiff at q-value < 0.1.

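This table has the columns of the one before it, for the Dnmt3a line. Its 45 rows name 42 gene symbols, of which 41 are among the deposited values and 36 were tested here. In 32 of 34 rows compared, the direction of change was, with the columns read in the same way, the same as in the limma fit of the deposited FPKM values, but none of the 36 symbols passed 10% FDR in that fit. The table names Dnmt3a and Olig1, as well as the genes Aqp1, Clic6, F5, Kl, Slc4a5 and Ttr, which are markers of the choroid plexus.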

**Suppl Dataset D5.** *Dnmt3a* brain-specific knockout signature genes defined by Cuffdiff at q-value < 0.1.

**Suppl Dataset D6.** Transcript and gene annotations of the microarray platform used in this study, which supplement the information available in GEO under platform accession GPL4372. All analyses in our study is based on the conservative annotations in the gene symbol column in this file, with one exception – the replication analysis uses the first annotation in the alternate symbols column to maximize the overlapping gene probes between our HBTRC expression dataset and the two independent brain expression datasets (viz., the aging and AD datasets used in testing replication).

How the deposited data were processed for this re-analysis (not part of the article)

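Gene expression was measured by RNA-seq in the cortices of 12 mice at postnatal day 16. There were 4 groups of 3 mice: Dnmt1 CKO, Dnmt3a CKO and the littermate controls of each line. Conditions were taken from the sample labels, and 0 columns were left without a condition. The authors aligned the reads to mm10 with TopHat, quantified expression with Cufflinks and deposited FPKM values per gene symbol; they called differentially expressed genes with Cuffdiff. Whether the FPKM values were scaled further between libraries is not stated in the paper's text. The deposited values are not read counts, so no test on counts was run. The number of reads behind a value is not given and was not estimated here, so no interval for counting error was computed. The steps between low values give the relative depth of the libraries, from 0.856 to 1.

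Of the deposited rows, 302 were exact duplicates and were removed, and 318 further rows that share a symbol were kept. For 25 symbols that read like a month, as spreadsheets turn some gene symbols into dates, the rows were kept as they are. Rows with a mean of at least 0.5 FPKM over the 12 libraries were tested, 14115 rows for 14075 symbols, of which 27 symbols have several rows. Values were put on the log2(FPKM + 0.1) scale. Each CKO group was compared with the controls of its line with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment and a threshold of 10% FDR. The difference of the CKO effect between the lines was tested as an interaction over all 12 libraries. A gene was counted once when at least 1 of its rows passed. Overlaps with the subnetwork (Supplementary Dataset D3) were tested with one-sided Fisher's exact tests against all symbols tested. Sets were tested with camera at a preset correlation of 0.01 with 1 row per symbol, the one with the highest mean FPKM.

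The sets were the subnetwork, its LOC genes, its GOC genes and the GSN neighborhood, and 11 lists written by hand: myelin and nerve ensheathment, cholesterol biosynthesis, oligodendrocyte progenitor, astrocyte, neuron, microglia, endothelium, choroid plexus, blood, interferon response and Y chromosome. Several members of the myelin list stand in the paper's own signature. Human and mouse genes were matched by identical symbol. Genes are named by a rule: the targeted genes and the cre locus, the genes the paper names in the signature, the called genes of the subnetwork, Xist and the Y chromosome genes Kdm5d, Uba1y, Ddx3y and Eif2s3y, and in each line the 5 largest increases and the 5 largest decreases among genes past the threshold whose CKO and control values do not overlap. Other genes that are named were chosen after their values were seen.

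Positions, transcript lengths and GC content were taken from the GENCODE M21 annotation of GRCm38, the assembly also called mm10. Length and GC content were found for 13946 of the symbols tested (99.1%), and 399 of 402 loci in Supplementary Dataset D4 overlap the annotated gene of the same symbol. Words of 50 bases shared between annotated transcripts of different genes served to mark genes whose reads can come from copies. These steps and the plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

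The alternatives were a pseudocount of 1 or 0.01, a minimum mean of 0.1 or 1 FPKM or no filter, eBayes without the trend or with the robust setting, libraries rescaled by median ratio, quantile normalization, values summed per symbol, the replicate number as a block, the log2 level of Xist as a covariate, all 12 libraries in 1 model of the 4 groups, an FDR of 5%, and each library left out in turn. For the overlaps they were also the genes of the paper's own signatures, a background of the genes in DC modules, and 10000 random lists matched on mean FPKM. For the sets they were fry and camera with an estimated correlation. The comparisons of the groups with their tests, the alternatives, the lists and the rule for naming genes were set before the data were examined. The set test of the subnetwork on the difference between the lines was added afterwards, as were most tests of explanations, which the closing observations name.

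The procedure was tested on simulated data drawn around the real means, with 200 changed genes, of which 199 passed the filter among 14046 genes tested. It recovered 186 of them (93%), with 82.1%, 97% and 100% at log2 fold changes of 0.5, 1 and 2, and called 15 unchanged genes. With no gene changed it called 0, and the median absolute error of the log2 fold change was 0.039. The interaction test recovered 176 changed genes. The changed genes were drawn from rows with a mean of at least 2 FPKM, and the noise was independent between genes. The recovery and the false calls therefore do not cover changes in genes at lower levels or correlation between genes. Human expression data and other data of the paper were not analysed here.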

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

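Of the tests below, the counts over other splits of the libraries and the comparison of the control groups were chosen beforehand, and the other tests, among them the division of the splits by their CKO groups, were chosen only after the result was seen.

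The CKO effect differed between the Dnmt1 and Dnmt3a lines for 299 gene symbols at 10% FDR (interaction test of limma). A difference between the control groups of the lines was tested as an explanation. Of the 299 symbols, 287 differed more between the CKO groups than between the control groups, with median absolute differences of 0.63 and 0.12 on the log2 scale, which argues against it. For other splits, the labels of the lines were drawn anew among the 6 CKO and among the 6 control libraries. In 100 drawn splits, the real one included, 9 gave as many genes, and all 9 keep the CKO groups of the lines as they are. The 11 splits that keep them gave 266 to 589 genes, and the 89 that mix them gave 0 to 4. The share is thus set by how many drawn splits keep the CKO groups and does not decide on chance assignment of the libraries. The count lay between 205, without Dnmt3a CKO replicate 2, and 326, without Dnmt3a CKO replicate 3. The lines also differ in the targeted gene.

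The median difference between the lines over the 216 subnetwork genes was −0.1 on the log2 scale, by camera with the preset correlation. This test was added after the data were examined. Scaling of the libraries by the authors was tested with quantile normalization, after which the camera p was 6.4e-07. Camera compares the set with the other genes of the same fit, where a scale common to a library largely cancels. This p therefore does not decide on scaling. The median was then −0.07, and the median over all genes moved from −0.027 to −0.002, so part of the −0.1 goes with the scale of the libraries. Of the 100 drawn splits, 4 gave a camera p as small, the real one included, and all 4 keep the CKO groups; among the 89 that mix them the smallest p was 0.00028. As for the count, the share does not decide on chance assignment. With the correlation between genes estimated from the libraries the set was not past the threshold (p = 0.12). What stays open is a correlation between the genes that the preset value understates.

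The myelin and nerve ensheathment list differed between the lines by a median of −1.53 on the log2 scale over 28 genes, of which 25 are in the paper's own signature from these libraries. In the Dnmt1 line, a lower share of the whole oligodendrocyte lineage would lower the progenitor list as much, if no other cells expressed it. The median of the progenitor list was −0.15, with members from −0.3 to 0.12. Whether other cells of the cortex express these genes was not tested, so the list does not decide on this explanation. Sox10 and Olig2, which stand in the myelin list, had log2 fold changes of −0.81 and −0.54. After quantile normalization the median of the myelin list was −1.47, which argues against scaling of the libraries by the authors. A fall confined to the later stages of the lineage stays open as a hypothesis, since it was found and tested on the same libraries. The progenitor list was −0.08 without Dnmt1 control replicate 1 and −0.1 without Dnmt1 CKO replicate 3.

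The interferon response list, which the paper does not discuss, was higher in Dnmt1 CKO cortices, with a median of 0.99 over 9 genes, all of them higher. Isg15, the member with the largest change (log2 fold change 1.44), was at 1.19, 1.07 and 0.979 FPKM in the controls and at 2.56, 3.26 and 3.56 FPKM in the CKO mice. Its level in the Dnmt3a line was 1.23 to 2.28 FPKM in the controls and 1.27 to 1.67 FPKM in the CKO mice. A larger share of microglia would raise the microglia list by as much, but its median was 0.18. After quantile normalization, the test for scaling of the libraries by the authors, the median of the interferon list was 1. The size of the rise depends on the pseudocount: with a pseudocount of 1 the median was 0.55. The CKO effect on the list differed between the lines by a median of 1.02 (camera, adjusted p = 1.3e-09). A response to the loss of Dnmt1 remains a candidate explanation, as a hypothesis, beside health or infection of these mice, which the design cannot part from the genotype and which was not tested.

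There were 10 gene symbols higher in all 3 Dnmt1 CKO libraries than in the 9 other libraries by over 3 times, namely 4933409K07Rik, A430078G23Rik, Gm10845, Gm11127, Gm19757, Gm4262, Nxf3, Psg23, Tex101 and Uba1y. As many were lower in the same way. The higher genes were named after their values were seen. A chromosome segment carried along with the Olig1-cre allele would place the higher genes on chromosome 16, but only 1 of the 9 with a position lies there, on 8 chromosomes in all, and 0 of them are higher in every Dnmt3a CKO library. Scaling of the libraries by the authors was tested with quantile normalization, after which 8 of the 8 that were tested were still called. Reads shared with other annotated genes are unlikely for 2 of the genes, Nxf3 and Tex101, which share under 1% of their 50-base words with them. Copies outside the annotation were not searched. Nxf3 was at 0.939 to 1.14 FPKM in the CKO libraries and at 0.00838 to 0.0576 elsewhere, and Tex101 at 0.615 to 0.794 and at 0 to 0.0549. For the 8 other genes, reads shared with near-identical copies and a rise of the gene itself cannot be told apart, since values per gene do not separate copies. Loss of silencing of genes that are almost off in the other libraries was considered as well. Of the 10 genes, 7 were at 1.24 to 22.5 FPKM there, while Nxf3, Tex101 and Uba1y were under 0.5 FPKM. The 7 are among the 8 genes above, so this level can come from copies and does not decide on loss of silencing. Such a loss predicts that many more genes that are almost off come on than go off. In the Dnmt1 line 24 genes under 0.5 FPKM in the 9 other libraries were over 3 times higher, and at 0.1 FPKM or more, in every CKO library, and 1 was lower in the same way; in the Dnmt3a line there were 1 and 0. This may point to such a loss of silencing for genes under 0.5 FPKM, as a hypothesis. Uba1y is on the Y chromosome, and its level was 1.37 to 1.56 FPKM in the Dnmt1 CKO libraries and 0.0839 to 0.254 elsewhere.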

How the results depend on the processing

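The set test of the subnetwork on the difference between the lines and all its alternatives were chosen only after the data were seen, and Xist and Kdm5d were added to the single results then; all other tests here were set beforehand.

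Differentially expressed genes of the Dnmt1 line numbered 443. Under a pseudocount of 1 or 0.01, the filters at 0.1 and 1 FPKM and without filter, eBayes without trend or robust, median ratio, quantile normalization, summed values and the Xist covariate they numbered 393 to 544, within 1.5 times. All 12 libraries in 1 model of the 4 groups gave 608 genes and an FDR of 5% gave 262, the latter by its construction. Leaving out 1 library at a time gave 198 to 340 genes, with 205 without Dnmt1 control replicate 2, 215 without Dnmt1 CKO replicate 3 and 265 without Dnmt1 CKO replicate 2. Fewer libraries enter these fits.

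In the Dnmt3a line 2 genes were called. With pseudocount 1, mean FPKM of at least 1, quantile normalization, the Xist covariate, the 4-group model and FDR 5%, 1 gene was called, and with no filter (mean FPKM above 0) 17 genes. Without single libraries 2 to 5 genes were called. The cause was not tested.

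The replicate block gave 161 genes in the Dnmt1 line, of which 158 are among the 443, and 1 in the Dnmt3a line. The numbers do not pair the samples: the correlation of the deviations of same-numbered libraries was −0.061, 0.035 and −0.025 in the Dnmt1 line and 0.018, −0.079 and −0.004 in the Dnmt3a line.

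The enrichments of the Dnmt1 signature in the subnetwork and in the GSN neighborhood kept their direction and stayed past the threshold under all 23 alternatives, at 3.43 to 6.48 and 8.49 to 21.8. The Dnmt3a signature shared no gene with the subnetwork, except with the symbols of the study's own signature, where the enrichment was 3.62 (reversed, Fisher's exact p = 0.11).

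The subnetwork set test of the Dnmt1 line (median −0.05) was not past the threshold under camera with estimated correlation, and neither was that of the difference between the lines (median −0.1). In the Dnmt3a line, leaving out 1 library gave medians of −0.01 to 0.04, and the set passed without Dnmt3a CKO replicate 1 or 3. The count of genes that differ between the lines stayed within 205 to 340 under 25 alternatives. Of 13 gene lists, 8 were called with fry and 3 with camera with estimated correlation. The cause was not tested.

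Of 67 single results, the following reversed their sign. Dnmt3a in the Dnmt1 line had a log2 fold change of 0 with libraries rescaled by median ratio and 0 with quantile normalization, and −0.06 to 0.02 without 1 library. Gsn in the Dnmt3a line had 0 and −0.01 under the same settings and −0.07 to 0.09 without 1 library. In that line Sox10 had −0.07 to 0.15 and Mag −0.02 to 0.12. The median of the LOC genes list in that line was −0.01 without Dnmt3a CKO replicate 2. The Y chromosome list of the Dnmt1 line had −0.18 to 2.65 and Kdm5d −0.03 to 2.65, both lowest without Dnmt1 control replicate 3. Xist in the Dnmt1 line had −0.45 with pseudocount 1 and −0.51 to 3.77 without 1 library, the highest without Dnmt1 control replicate 3 (adjusted p = 0.00041). Of the other results, those that were no longer past the threshold numbered 14 with the replicate block, 3 with pseudocount 1, 1 with pseudocount 0.01, 3 at a mean FPKM of at least 0.1, 4 without filter, 5 without trend, 4 with robust eBayes, 2 with quantile normalization, 6 with the Xist covariate, where 1 came past it (Kdm5d, adjusted p = 0.00055), and 4 in the 4-group model, where 1 came past it (Dnmt1, adjusted p = 0.097). Without 1 library of the Dnmt1 line, 8 to 13 of 54 fell under it.

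The number of reads behind a value was not estimated, which limits what can be said of genes with low FPKM. Their fold changes also shift with the pseudocount, as for Gjb1 (−0.78 with pseudocount 1).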

Differences from the paper's values

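The comparison of Xist and Kdm5d with the paper's values and the ratios of group means were added after the values were seen; no other test in this part was.

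The paper's number of differentially expressed genes in the Dnmt3a line is 42, and here it is 2; none of the 20 alternatives set before the data were examined closed the gap, and the nearest gave 17 with no filter.

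The paper's P for the overlap of the Dnmt1 signature with the subnetwork is 3.1e-12, and here it is 3.9e-11 (Fisher's exact test); none of the 23 alternatives came within 1.5 times. For the GSN neighborhood the paper's P is 8.4e-10 and the value here is 4.2e-11 (Fisher's exact test); with pseudocount 0.01 it was 5.9e-10, the only one of 23 alternatives within 1.5 times. For the Dnmt3a signature the paper's P is 0.017 and the value here is 1 (Fisher's exact test), with none of the 23 alternatives closing the gap. The signature here holds 2 genes, with 0.0307 shared by chance, so this p was all but fixed and cannot be set against the paper's. The paper called genes with Cuffdiff, while the alternatives that call genes anew keep limma on FPKM and call 1 to 17. With the genes of the paper's own signature the p was 0.11 (Fisher's exact test).

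The paper's Supplementary Dataset D4 gives log2 ratios of control to CKO per transcript, while the values here are per gene symbol, so the scale differs for genes with several transcripts. Its level columns carry no group names and were read as CKO and control from the deposited values, so the agreement in sign is partly given by that reading. Its ratios are ratios of group levels, while the fitted fold changes here average the logs of single libraries, so the log2 ratio of the mean FPKM of the groups was compared as well. Of the named genes, 32 have 1 transcript in the dataset. The fitted value differs from the paper's by more than the larger error for 12 of them and has the other sign for Xist, and the ratio of group means differs for 6, 4 of them larger in the paper, with the same sign in all 32. For Xist the paper's value is 3.2, the ratio of group means is 3.21 and the fitted value −0.94, since 1 of the 3 control libraries holds most of the Xist; without that library, Dnmt1 control replicate 3, the ratio of group means is −5.55 and the fitted value −3.77. For Kdm5d the paper's value is −0.52, the ratio of group means −0.56 and the fitted value −1.75. The paper's value for Dnmt1 is 0.56 and the ratio of group means 0.27 (fitted 0.27), with no alternative closing the gap on either scale. The same holds for Gsn, 2.08 in the paper and 1.45 here (fitted 1.44), and Inppl1, 0.74 in the paper and 0.61 here (fitted 0.6). For Gsn the dataset gives 6.8 and 28.7 FPKM in CKO and control mice for 1 transcript, and the deposited values give 13.4 and 36.7 FPKM. For Uba1y the paper's value is −3.33 and the ratio of group means −3.03 (fitted −2.5), closed by leaving out Dnmt1 control replicate 1 (−3.3). For Gm4262 the paper's value is −2.89 and the ratio of group means −3.52 (fitted −3.47), and for Psg23 the paper's value is −2.62 and the ratio −3.34 (fitted −3.26); in both no alternative closed the gap for the ratio, and pseudocount 1 closed it for the fitted value. In Supplementary Dataset D5, for the Dnmt3a line, 2 genes were compared, and both have the same sign and differ by less than the larger error.

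The paper's signature of the Dnmt1 line includes Dnmt1, which did not pass 10% FDR here (adjusted p = 0.29 from limma, 0.097 to 0.49 over the alternatives) except in the model of the 4 groups, where its adjusted p was 0.097. The paper's signature of the Dnmt3a line includes Dnmt3a and Olig1, which no alternative called here (adjusted p of 0.12 to 0.86 and 0.35 to 0.86 from limma). Of its 36 symbols tested none was called, and 15 had an unadjusted p under 0.05.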

Other observations

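The counts over other splits of the libraries and the test of GC content and length were chosen beforehand; the other tests in this part were chosen only after the result was seen.

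With 3 mice against 3 there are 10 splits of the 6 libraries of a line, so their share is never under 0.1. In the Dnmt1 line 1 of the 10 splits, the real one, gave as many genes, and the other splits gave 0 to 4. Likewise 1 split gave an overlap p with the subnetwork as small, 1 gave one with the GSN neighborhood, and 1 gave a camera p for the subnetwork as small. In the Dnmt3a line 7 of the 10 splits gave as many genes, the other splits having 0 to 3; 10 gave an overlap p as small, and 8 gave a camera p as small. For the gene lists, 25 of the 100 combinations of the splits of both lines gave as many lists past the threshold, so the number of lists alone does not part the groups from other splits.

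GC content and gene length bias was tested by removing each library's trend with both, after which 527 genes were called in the Dnmt1 line, 385 of them among the 443; this argues against that bias as the whole cause of the count.

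The library labelled Dnmt3a control replicate 2 had a Dnmt3a level of 16.9 FPKM, near that of the Dnmt3a CKO libraries. If it were a mislabelled sample, Olig1 would lie at the CKO level, but it was at 49.8 FPKM, above the 30.6 to 38.8 FPKM of the CKO libraries. A single library does not decide between a mislabelled sample and a low control, and these cannot be told apart, since no other mark of the genotype is in the values.

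Dnmt3a was lower in the Dnmt3a CKO libraries. In the Dnmt1 line, where the myelin list falls, its log2 fold change was −0.02. Whether that line lost cells at the myelinating stage or transcripts in them is open, so this value does not decide on loss of transcript from cells at the myelinating stage only.

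Of the choroid plexus list, 6 genes are in the paper's own Dnmt3a signature: Aqp1, Clic6, F5, Kl, Slc4a5 and Ttr. Ttr was at 267, 115 and 163 FPKM in the Dnmt1 controls, 241, 218 and 80.7 in the Dnmt1 CKO mice, at 4.57 in Dnmt3a control replicate 3 and up to 120 in the other two controls of that line, and 287, 408 and 1.94 in the Dnmt3a CKO mice. Over the 12 libraries the mean log2 level of the 8 other list genes tested followed Ttr (Pearson's r = 0.95, permutation p = 1e-05; Spearman's rho = 0.96, permutation p = 1e-05, the smallest that 100000 permutations can give), and r was 0.97 without the 2 libraries farthest from the median. This is consistent with choroid plexus carried over in the dissection to a varying degree. The low libraries lie in both groups of the Dnmt3a line.

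Xist was at 1.69, 1.8 and 1.85 FPKM in the Dnmt1 CKO libraries, which also hold Ddx3y at 11.1, 10.8 and 10.2 FPKM. In the other libraries Xist was at 49.4, 49.4 and 46.2 FPKM where Ddx3y was at 0.0207, 0.0365 and 0.0165 FPKM, and at 0.0306 to 0.0853 FPKM otherwise. RNA mixed in from a library with high Xist would need a share of 3.6%, too small to show in Ddx3y, so mixing and expression of Xist in these mice cannot be told apart.

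Within the subnetwork, 22 of 121 genes with LOC pairs only (18.2%) and 5 of 83 genes with GOC pairs only (6.02%) were called in the Dnmt1 line (Fisher's exact test, two-sided p = 0.012), which is in line with the hypothesis that LOC genes change more often than GOC genes. For direct neighbours of DNMT1 no difference was seen: 2 of 14 (14.3%) against 27 of 201 (13.4%; Fisher's exact test, p = 1), and 14 genes are too few to exclude that direct neighbours of DNMT1 change more often than the rest.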
